# Induced Pluripotent Stem Cell-Derived Exosomes Promote Peripheral Nerve Regeneration in a Rat Sciatic Nerve Crush Injury Model: A Safety and Efficacy Study

**DOI:** 10.3390/cells14070529

**Published:** 2025-04-02

**Authors:** Fatima Aldali, Yujie Yang, Chunchu Deng, Xiangling Li, Xiaojian Cao, Jia Xu, Yajie Li, Jianlin Ding, Hong Chen

**Keywords:** induced pluripotent stem cell, exosome, safety, nerve regeneration, Schwann cells peripheral nerve injury

## Abstract

Peripheral nerve injury (PNI) remains a significant clinical challenge, often leading to long-term functional impairment. Despite advances in therapies, current repair strategies offer unsatisfactory clinical outcomes. Exosomes derived from induced pluripotent stem cells (iPSC-Exos) have emerged as a promising therapeutic approach in regenerative medicine. This study assesses the efficacy and safety of iPSC-Exos in a rat model of sciatic nerve crush injury. Briefly, iPSCs were generated from peripheral blood mononuclear cells (PBMCs) of healthy donors using Sendai virus vectors and validated for pluripotency. iPSC-Exos were characterized and injected at the injury site. Functional recovery was assessed through gait analysis, grip strength, and pain response. Histological and molecular analyses were used to examine axonal regeneration, myelination, Schwann cell (SC) activation, angiogenesis, and changes in gene expression. iPSC-Exos were efficiently internalized by SC, promoting their proliferation. No adverse effects were observed between groups on body weight, organ histology, or hematological parameters. iPSC-Exos injection significantly enhanced nerve regeneration, muscle preservation, and vascularization, with RNA sequencing revealing activation of PI3K-AKT and focal adhesion pathways. These findings support iPSC-Exos as a safe and effective non-cell-based therapy for PNIs, highlighting their potential for clinical applications in regenerative medicine.

## 1. Introduction

“Peripheral-nerve injury” (PNI) is damage to the peripheral nerve trunk or branches outside the brain and spinal cord from direct or indirect external trauma, leading to clinical symptoms such as motor and sensory dysfunction and may result in activity loss, pain, depression, and, reduced quality of life [1,2,3]. PNI is a global issue, with a yearly incidence rate of about 13/100,000 to 23/100,000 in developed countries [4,5]. PNI is known to have a greater capacity for repair and regeneration compared to the central nervous system (CNS), which is primarily attributed to the characteristics of functional environments within each system [6,7]. Treatments for PNI include surgical intervention, nerve transplantation, and a range of pharmacological and physical therapies [7]. Autologous nerve transplantation is regarded as the gold standard for repairing injury to the peripheral nerve [8]. However, even under ideal conditions, autologous nerve transplantation fails to restore impaired motor and sensory functions [9].

Additionally, it shows notable limitations, including extended surgical duration, limited donor sites for repairing long or multiple nerve defects, potential complications at the donor site such as painful neuroma, scarring, and sensory deficits, and high financial costs [10]. Several approaches for PNI repair have recently been developed, showing promising outcomes in restoring the continuity of damaged neuroanatomy [7]. However, functional recovery is still challenging and unsatisfactory, especially in cases of severely injured peripheral nerves [11,12]. This particular situation has prompted the use of stem cell-based therapies to improve the function of peripheral nerve-related cells under injury and pathological conditions.

Mesenchymal stem cells (MSCs) are multipotent stem cells that may be derived from various tissues, including bone marrow, the umbilical cord, adipose tissue, and embryonic stem cells [13,14]. The emerging field of mesenchymal stem cell therapies holds promise for enhancing nerve regeneration and function [15]. Numerous studies have revealed that transplantation of MSCs on the site of peripheral nerve injury increased axonal regeneration and remyelination and promoted vascularization and angiogenesis [16,17,18,19]. Although the relatively easy isolation and availability of MSCs and their promising potential to differentiate into Schwann cell-like cells and promote axonal regeneration [20,21], significant challenges remain. However, one significant issue is maintaining the viability and vitality of these cells [22]. In addition, after in vivo transplantation, MSCs may differentiate into undesired cell lineages to peripheral nerves. These dysfunctions, transformations, and safety are all associated with transplanted stem cells, offering a potential alternative to non-cell-based tissue regeneration therapies [23,24].

Induced pluripotent stem cells (iPSCs) technology includes reprogramming terminally differentiated somatic cells into pluripotent stem cells by introducing particular transcription factors [25]. This reprogramming reverses differentiation, restoring the cells to a pluripotent state or forming embryonic stem cell lines [26]. Unlike traditional embryonic stem cells raise ethical issues, iPSC technology eliminates these issues since iPSC technology does not require embryonic cells or oocytes, thus avoiding ethical issues [27]. Moreover, iPSCs technology can produce patient-specific stem cells from the patient’s somatic cells, significantly reducing the likelihood of immune rejection [28]. Thus, the emergence of iPSCs has sparked significant interest in stem cell research, epigenetics, and biomedical sciences [29,30], providing new insights into the regulatory mechanisms of pluripotency and bringing stem cell and clinical disease treatment closer together. iPSCs hold cardinal potential for cell replacement therapy, drug screening, pathogenesis research, and neurological disease therapy [31]. Many researchers suggested that the therapeutic effects of MSCs arise mainly from the production of extracellular vesicles (Evs) rather than direct differentiation into functional neural cells [32]. As a result, mesenchymal stem cell-derived extracellular vesicles (MSCs-EVs) therapeutic applications have emerged as a promising cell-free therapy for PNI repair [33]. EVs are a category of heterogeneous nanoparticles conventionally clarified by their size and biogenesis [34]. Exosomes (Exos), a subtype of Evs, are nanosized extracellular vesicles of endosomal origin, typically with a diameter of ~30–150 nm comprising a lipid bilayer that carries bioactive molecules such as proteins, lipids, DNA, mRNA, miRNA, ncRNA, and circRNA [35,36] that regulate cellular communication and enhance peripheral nerve regeneration [33,37,38]. MSC-Exos can promote Schwann cell (SC) proliferation, axonal regeneration, and angiogenesis by providing growth factors (NGF, BDNF, VEGF), anti-inflammatory cytokines (IL-10, TGF-β), and miRNAs (miR-21, miR-126, miR-132) [39,40,41,42]. Furthermore, MSC-Exos have been found to activate essential signaling pathways, including PI3K/AKT, ERK/MAPK, TLR, NF-κB, MAPK, and STAT, which are critical for neuroprotection, regenerative ability, and regulating of neuroinflammation [40,43]. Numerous studies called attention to the importance of thoroughly analyzing exosomes, including their lipid, protein, and nucleic acid content, alongside conducting animal toxicology studies to identify potential safety concerns [44].

Exosomes hold great promise for treating different diseases, but it is essential to confirm their safety through comprehensive preclinical experiments before expanding to clinical applications.

Despite the growing interest in exosome-based therapeutics, research on iPSC-Exos remains limited. Only a few studies have examined their potential for treating stroke, spinal cord injury, and Alzheimer’s disease, indicating significant gaps in our understanding of their regeneration mechanisms and therapeutic applications [45,46,47]. This reveals the critical need for further investigation into iPSC-Exos, particularly in peripheral nerve regeneration, to maximize their potential for clinical translation. Therefore, in this study, we investigated iPSC-Exos safety and the efficiency of local injection for peripheral nerve regeneration in a rat sciatic nerve crush injury model.

## 2. Materials and Methods

### 2.1. Blood Sample Collection

Blood samples were collected from healthy donors (25-year-old males) using anticoagulant tubes, with 4~5 mL of peripheral blood obtained per sample. Informed consent was obtained from participants. The Ethics Committee of Tongji Hospital, Tongji Medical College, Huazhong University of Science and Technology approved the study. The study was approved on 1 November 2021 (Approval Number: TJ-IRB20211118).

### 2.2. Peripheral Blood Mononuclear Cells (PBMCs)

Ficoll-Paque PREMIUM was prepared in a separate 15-mL tube. A dilution of 4 mL of peripheral blood with an equal volume of DPBS at a 1:1 ratio was made. The diluted blood was then carefully layered onto the Ficoll solution, allowing for the formation of distinct layers upon centrifugation. The upper yellow layer contained platelet-rich plasma, the bottom clear layer was the Ficoll solution, and a thin white layer in between represented the PBMCs. The PBMC layer was collected gently after centrifugation without disturbing the underlying Ficoll layer. To further process the PBMCs, they were diluted and centrifuged twice by adding 5 mL of DPBS (Gibco, Grand Island, NY, USA) After centrifugation, the supernatant was discarded, and the PBMCs were resuspended in a T cell medium to achieve a concentration of 5 × 10^5^ cells/mL. Finally, the resuspended cells were seeded into 24-well plates that had been coated with anti-CD3 monoclonal antibodies.

### 2.3. Reprogramming PBMCs to iPSC (Feeder-Free)

On Day 5 of culture, PBMCs were selectively stimulated with anti-CD3 monoclonal antibody and IL-2, selectively proliferated T cells, and increased the proportion of T cells in the cultured PBMCs, based on the protocol described [48]. Then CD3+ T cells were transduced with Sendai virus (SeV) expressing human Oct3/4, Sox2, KLlf4, and c-Myc at a multiplicity of infection (MOI) of 20. Excess-infected PBMCs can be used as a positive control for assessing the removal of SeV by PCR. At around day 14, after the transduction of SeV, iPSC colonies emerge on the Vitronectin-N (VTN-N) coated plates. After picking up and expanding the iPSC colonies, the Culture medium mTeSR™ Plus was changed daily. Passage and cryopreservation use ReLeSR™ (Stemcell Technologies, Vancouver, BC, Canada) and CryoStor^®^ CS10 (Stemcell Technologies, Vancouver, BC, Canada), respectively. Until the fifth generation of iPSC, the cells on the first day after passage were still cultured in an incubator at 37 °C. To better inactivate the SeV, we transferred these cells to a 39 °C incubator for 5 days the next day and then returned to 37 °C for further cultured. Then, after two passages, a certain amount of cells were used to extract RNA. The mature iPSC clones were continuously selected for passage, and the morphology and generation of iPSC were recorded until Passage 35.

### 2.4. iPSC Characterisation

The staining of Alkaline Phosphatase (ALP) and (Yeasen, Shanghai, China) the pluripotency markers of iPSCs (NANOG, OCT4, SOX2, and SSEA4) was conducted on induced cell colonies. We followed the guidelines provided in the Alkaline Phosphatase Stain Kit for the dyeing process. Immunofluorescence staining of the iPSC pluripotency markers was performed based on a previously established protocol [49]. Total RNA was extracted from iPSCs at passage 7 using the RNA Easy Fast animal tissue/cell total RNA extraction kit (TIANGEN, Beijing, China). PCR analysis was employed to detect the presence of Sendai virus vectors within the iPSC lines. For a positive control, excess-infected PBMCs were utilized. The PCR and agarose gel electrophoresis experiments were outsourced to Beijing Tsingke Biotechnology Co., Ltd. (Beijing, China). Karyotype analysis was delegated to the obstetrics laboratory at Tongji Hospital.

### 2.5. Extraction and Identification of iPSC-Exos

iPSCs were seeded at a density of 3 × 10^6^ cells per 75 cm^2^ in culture dishes; when cell growth confluence reached 80%, the fresh serum-free medium was replaced, and the supernatant was collected 24–36 h later, at 4 °C. Centrifugation was performed at 300× *g* for 10 min, at 2000× *g* for 10 min to remove dead cells, at 10,000× *g* for 30 min to remove cell debris, followed by filter the supernatant with a 0.22 μm filter to remove large particles, and at 100,000× *g* ultra-fast centrifugation for 70 min to collect Exosomes [50]. The iPSC-derived exosomes were washed with phosphate-buffered saline (PBS), and stored at −80 °C for later use [51].

### 2.6. Transmission Electron Microscopy (TEM)

Ten microliters of isolated iPSC-Exos were carefully pipetted onto a 200-mesh copper grid and allowed to adsorb for 5–10 min. The excess liquid was carefully removed with filter paper, and the grid was fixed with 2% paraformaldehyde for 2 min at room temperature. The samples were rinsed three times with double-distilled water (ddH_2_O) to remove the remaining fixative, excess stain was blotted, and the sample was air-dried. The grids were then stained with 10 µL of 2% uranyl acetate for 1 min at room temperature to enhance contrast. and visualized under a TEM (×25,000, magnification) (Hitachi HT7700, Tokyo, Japan).

### 2.7. Nanoparticle Tracking Analysis (NTA)

The exosomes were characterized using nanoparticle tracking analysis (NTA) (Particle Metrix, Meerbusch, Germany). The sample pool was thoroughly cleaned with deionized water, and the instrument was then calibrated with polystyrene microspheres (100 nm) (Thermo Fisher Scientific, Fremont, CA, USA). After calibration, the chamber was rinsed with 1× PBS. Exosome samples derived from iPSCs were diluted 2000-fold in 1× PBS and injected into the NTA analyzer. The NTA software (ZetaView^®^ Software v8.5) measured the nanoparticle concentration (particles/mL) as previously described [52].

### 2.8. Western Blot Analysis

Western Blot Analysis was conducted to determine the protein expression of exosome markers in iPSCs and iPSC-Exos. The protein concentrations of iPSC-Exos or iPSCs were determined using a BCA assay kit (Beyotime, Shanghai, China) according to the manufacturer’s instructions. iPSC-Exos or iPSCs were lysed with RIPA buffer (Beyotime, Shanghai, China) containing a protease inhibitor cocktail (Sigma, USA). Fifteen micrograms of iPSC-Exos and iPSCs protein were separated by 10% SDS-PAGE and transferred to polyvinylidene fluoride membranes (PVDF) (Millipore Corporation, Billerica, MA, USA). The membrane was blocked with 5% skim milk powder for one hour and then incubated overnight at 4 °C with primary antibodies following polyclonal antibodies: monoclonal anti-CD9, CD63, GAPDH, and TSG101 (Dalian Meilun Biotechnology Co., Ltd., Dalian, China), CD81, and Calnexin (Proteintech, Rosemont, IL, USA). (Secondary antibodies (Signalway Antibody, College Park, MD, USA). were incubated with membranes for 1 h at 4 °C in the dark. Immunoreactive protein bands were visualized by adding g ECL reagent (Tanon, Shanghai, China) to the membranes, and the ChemiDoc MP imaging system (Bio-Rad, Hercules, CA, USA) was applied [53].

### 2.9. Exosome Labeling and Uptake Assay

The purified exosome was labeled with red fluorescence dye (PKH26) to assess their internalization in SCs following the manufacturer’s protocol (Sigma-Aldrich, St. Louis, MO, USA). Briefly, exosome pellets were resuspended in Diluent C. To prepare the labeling solution, 10 μL of PKH26 dye was mixed with 500 μL of Diluent C in an Eppendorf tube. The exosome suspension was combined with the dye mixture and incubated for 5 min. The reaction was terminated by adding 1% bovine serum albumin (BSA) in equal volume. To remove excess dye, the labeled exosomes were subjected to ultracentrifugation at 100,000× *g* for 90 min at 4 °C, then washed with PBS, and ultracentrifuged again for collection. The SC 96 cell line was obtained from Procell (Procell, Wuhan, China) for this study. SCs were incubated with PKH26-labeled exosomes (20 μg/mL) in a 35-mm confocal dish for 24 h. The cells were rinsed with PBS, fixed with 4% paraformaldehyde for 15 min, and then incubated with SF488 Phalloidin (1:200, Solarbio, Beijing, China) at 37 °C for 30 min. Nuclei were dyed with Hochest (1:1000, Invitrogen, Carlsbad, CA, USA for 8 min. The images were obtained using the confocal microscope and observed by laser-scanning confocal microscope (LSCM, FV1000, Olympus, Tokyo, Japan).

### 2.10. Cell Viability Assay

The proliferation of SCs was determined using Cell Counting Kit-8 (CCK-8, Beyotime, Shanghai, China). RSCs were seeded in 96-well plates at a density of 4 × 10^3^ cells per well overnight. Then, the cells were treated with iPSC-EXO at various concentrations (0, 1, 10, 50, and 100 μg/mL) for 24 h. After the incubation, 10 μL of CCK-8 solution was added to each well and incubated at 37 °C in humidified air containing 5% CO_2_ for 2 h. The cell proliferation was measured using a full-wavelength microplate reader at 450 nm.

### 2.11. Animals

This study followed the ARRIVE guidelines 2.0. Five-week-old male Sprague-Dawley (SD), weight 204 ± 14 g, was obtained from the Experimental Animal Center at Tongji Hospital, Tongji Medical College, Huazhong University of Science and Technology. Two rats per cage were housed in a standard cage in a free specific pathogen-free (SPF) room under standardized conditions (21 °C, 55% humidity, and a 12-h light-dark cycle) with free access to libitum food and water. All operations followed the China Laboratory Animal Care and Use Guidelines and were authorized by the animal care and use committee of Tongji Hospital, Tongji Medical College of Huazhong University of Science and Technology (Registration number. T1-2024-06-069). Rats’ body weights and behavior tests were recorded one- day preoperatively and postoperatively on days 7, 14, 21, and 28 post-surgery.

### 2.12. Nerve Crush Injury and Exosomes Implantation

Forty-eight SD rats were anesthetized in an induction chamber with 3.5% isoflurane and 100% oxygen. Following induction, rats were placed in the prone position, and anesthesia was maintained with 1.5–2% isoflurane and 100% oxygen administered through an anesthetic mask. The depth of anesthesia was assessed by monitoring the breathing rate and adjusted during surgery accordingly, body temperature was maintained at 37 °C using a heat pad. Rats were randomly divided into three groups: (a) sham group n = 12, (b) Model + PBS group n = 18, (c) Model + iPSC-Exos group n =18. A 2 cm incision along the lateral aspect of the hind limb, spreading the gluteal muscles apart. The sciatic nerve was exposed and crushed using an ultra-fine hemostat (Fine Science Tools, Heidelberg, Germany; Cat. No. 13020-12) for 60 s until the nerve became translucent, covering an area of approximately 3–4 mm^2^, a 9–0 nylon epineural suture was used to mark the area for later identification [54]. This procedure fully transected the sciatic nerve axon while leaving the epineurium intact, as reported previously [54]. Rats in the iPSC-Exos group received an injection containing 10 μL of 1.1 × 10^11^ particles/mL of iPSC-Exos under the epineurium at both the proximal and distal ends of the crushed nerve site using a micro syringe (Hamilton, Reno, NV, USA). The syringe was pushed continuously for 2 min under the epineurium (Figure 3B). PBS group rats received 10 µL of PBS at the same sites. While rats in the sham group underwent the same procedure, and the nerve was left intact. The muscle layers and skin were sutured with 4/0 silk sutures. After the operation, a weekly rat body weight, footprint analysis, grip strength, von fery filament, and mechanical pain were performed for 4 weeks. Rats were sacrificed on day 7 to conduct qPCR and RNA-seq to investigate gene expressions of SC activity, inflammation, and axonal regeneration and to evaluate possible pathways involved in exosome-mediated nerve regeneration. On day 14, histological examinations of remyelination, axonal regeneration, SC proliferation, and vascularization were conducted. On day 28, the final histological evaluations for remyelination, axonal regeneration, and vascularization analyses (Figure 3A). Rats were anesthetized with isoflurane (5% induction, 1.5–2% maintenance) and euthanized either transcardial perfusion for histological analysis or cervical dislocation for molecular studies. Tissue samples were immediately frozen for qPCR/RNA-seq or fixed for histology.

### 2.13. Reverse Transcription-Quantitative Polymerase Chain Reaction (RT-qPCR)

Frozen nerve tissue was homogenized in liquid nitrogen. Total cellular RNA was extracted from nerve tissue using a Fast Pure Tissue Total RNA Isolation Kit (RC101, Vazyme, Nanjing, China). cDNA synthesis was performed using HiScript^®^III RT SuperMix (R323–01, Vazyme, Nanjing, China) following the manufacturer’s instructions. The relative mRNA levels were measured using ChamQ Universal SYBR qPCR Master Mix (Q711–02; Vazyme, Nanjing China). The relative gene expression was normalized to GAPDH and quantified using the 2−^ΔΔCt^ method. All samples were examined in triplicate, and relevant primer sequences are listed in (Table 1).

### 2.14. Rat Sciatic Functional Index (SFI) Analysis

To quantify motor function recovery, we performed SFI analysis, a standard measure of locomotor performance in nerve injury models. Footprint analysis was conducted at 1 day preoperative and postoperative, on days 1, 7, 14, 21, and 28 following iPSC-Exos injection; rats were held by the chest while their hind limbs were coated with stamping ink. Following acclimatization period trials, the rats walked through a tunnel 8.2 cm wide and 42 cm long with a dark shelter at the end, leaving their inked footprints on a paper strip [55,56]. At least three footprint pairs were analyzed per animal from each group (n = 6). The SFI was calculated as the following formula [57].

SFI = 109.5 × (ETS − NTS)/NTS − 38.3 × (EPL − NPL)/NPL + 13.3 × (EIT − NIT)/NIT − 8.8

where E and N represent experimental and normal, respectively; the entire plantar length (PL) is the distance from the heel to the third toe; the toe spread (TS) is the distance from the first to the fifth toe; and the intermediary toe spread (IT) is the distance from the second to the fourth toe. SFI indicates the recovery of the sciatic nerve. An SFI of −100 represents a complete loss of function, while a number around 0 suggests an efficient nerve function and recovery. Since sciatic nerve injury affects muscle strength, we subsequently measured grip strength to measure functional motor recovery.

### 2.15. Grip Strength Measurement

Grip strength was measured with a grip strength meter grip strength meter (TSE Systems, Bad Homburg, Hesse, German) one day preoperatively and postoperatively on days 7, 14, 21, and 28 [58]. A 6 cm-wide grip with a sensor and amplifier was used. Four measurements were recorded at 10-s intervals, allowing for a rest period between each measurement. The average tension force for each group was determined by averaging these values for each group (n = 6). During the test, one handheld the animal’s shoulders, and the other supported its lower body and legs. The grip was demonstrated by gently placing one foot over it and allowing the animal to grab it. The animal was then steadily tugged by its tail until it Released off the grasp. Further, pain hypersensitivity is a common result of nerve injury; next, we assessed mechanical pain thresholds to determine sensory recovery.

### 2.16. Assessment of Nociceptive Responses

Rats were adopted for 30 min in an elevated cage with wire mesh bottoms in the animal behavior testing room. The Von Frey mechanical pain threshold was measured using the model 2390 Electric von Frey Aesthesiometer (IITC Life Science, Woodland Hills, CA, USA) to assess rats’ paw mechanical withdrawal thresholds (PWTs) [59]. PWTs were measured one day preoperatively and postoperatively on days 7, 14, 21, and 28 postoperative in each group (n = 5). With an appropriate probe that applied incremental forces on the ventral surface of the hind paw. A paw withdrawal response response, such as brisk lifting and paw withdrawal, was documented with a digital meter. The cut-off pressure was set to 400 g to avoid tissue damage. Paw withdrawal pressure was measured four times for both hind paws of each animal, and the average of the four readings was used to calculate the percentage of the operated versus the contralateral intact hind paw, with 10-min intervals for each reading.

### 2.17. Systemic and Local Biocompatibility of iPSC-Exos Following Nerve Injury

To evaluate potential toxicity, we measured rat body weight weekly, as significant weight loss could indicate adverse effects of iPSC-Exos treatment. A complete blood count (CBC) was performed preoperation one day and again one week after postoperation to evaluate potential blood parameter deviations for toxicity evaluation. Blood was collected under general anesthesia using isoflurane. The tail vein was disinfected with Poldine, and 1 mL of blood was drawn using a sterile 1 mL syringe from each rat (n = 6 per group). The blood was transferred to 2 mL BD EDTA tubes for each group. When multiple samples were collected, an icebox was used to prevent hemolysis. Blood samples were analyzed immediately after sample collection using a fully automated blood cell analyzer (BC-6600 Mindray, Shenzhen, China) [60]. After the behavioral tests were completed over 4 weeks, rats were deeply anesthetized with terminal anesthesia with an overdose of isoflurane (5% induction, 1.5–2% maintenance), and perfused transcardially with 0.9% saline (0.9% NaCl), followed by perfusion with 4% paraformaldehyde (PFA) in PBS. Following, the kidneys, hearts, lungs, livers, and spleens (n = 6) in all groups of organs were weighed using a digital scale to assess any weight changes associated with iPSC-Exos toxicity

### 2.18. Muscle Wet Weight, and Histological Examination of the Gastrocnemius Muscle

After the behavioral tests were completed over 4 weeks, rats were deeply anesthetized with terminal anesthesia with an overdose of isoflurane (5% induction, 1.5–2% maintenance), and perfused transcardially with 0.9% saline (0.9% NaCl), followed by perfusion with 4% paraformaldehyde (PFA) in PBS. Following, the kidneys, hearts, lungs, livers, and spleens (n = 6) in all groups of organs were weighed using a digital scale to assess any weight changes associated with iPSC-Exos toxicity. The gastrocnemius muscles on both sides of each rat were dissected for each group (n = 8), photographed, and weighed using an electronic scale. Rats’ gastrocnemius muscles were randomly selected from each group and fixed in 4% paraformaldehyde for 24 h and embedded in paraffin. Transverse sections of the muscle, four 4 μm thick, were prepared and stained with a Masson staining kit (BIOSSCI Biotech, Beijing, China) according to the manufacturer’s instructions. Images captured microscopically (Olympus, CX-31, Tokyo, Japan). Five muscles from each group were randomly selected, and four random visual fields were selected from each sample. The mean cross-sectional area of muscle fiber was analyzed with software (ImageJ, Version 1.53t, NIH, USA).

### 2.19. TEM, H&E Staining

Rats were euthanized with an overdose of isoflurane and perfused transcardially with 0.9% saline (0.9% NaCl), and nerve tissues were carefully excised and fixed with 2.5% glutaraldehyde at 4 °C for two hours. The tissues were then stained with 1% osmium acid, dehydrated with an acetone gradient, and embedded in Epon812 epoxy resin. They were cut into semithin sections at (0.7 µm) and ultrathin sections at 70 nm, and ultrathin sections were stained with 3% lead citrate- uranyl acetate. The samples were visualized and imaged using a transmission electron microscope (TEM) (HT7700, Hitachi, Tokyo, Japan). The thickness of axons and myelinated nerve fibers was measured using ImageJ software. H&E staining procedure briefly: the rats’ nerves in each group were harvested and fixed in 4% paraformaldehyde for 2 h and embedded in paraffin. The nerves were cut into 4 μm thickness transverse sections and stained with a staining kit (BIOSSCI Biotech, Beijing, China) according to the manufacturer’s instructions. Microscopic images were captured using an (Olympus Corporation, Tokyo, Japan). To examine the potential pathological effects of iPSC-Exosomes injection on key organs, including the liver, lungs, spleen, kidneys, and heart, visual and pathological analyses were performed (n = 6). These analyses focused on detecting abnormalities or inflammatory cell infiltration in tissue sections from the liver, heart, spleen, lungs, and kidneys.

### 2.20. Immunofluorescence Staining

The dissected nerve tissues were carefully excised and fixed in 4% paraformaldehyde overnight and cryoprotected in 10%, 20%, and 30% sucrose gradient and embedded in O.C.T. The tissues were sliced longitudinally and cross-section into a thickness of 10 μm in a cryostat. The iPSCs or nerve sections were incubated with 0.1% Triton X-100 for 20 min and incubated with 10% goat sealing serum for 50 min then incubated with antibodies as follows: The antibodies used for immunostaining were as follows: goat anti-NANOG antibody (1:50, AF1997, R&D Systems, Minneapolis, MN, USA) rabbit anti-OCT4 antibody (1:500, P0056, Millipore Sigma, Burlington, MA, USA) rabbit anti-SOX2 antibody (1:500, AB5603, Millipore Sigma, Burlington, MA USA), mouse anti-SSEA4 antibody (1:500, ab16287, Abcam, Cambridge, UK), mouse anti-S100 antibody (1:100, MA1-26621, Thermo Fisher Scientific, Waltham, MA, USA) rabbit anti-NF200 antibody (1:400, ab215903, Abcam, UK), rabbit anti- CD31 (1:400, ab215903, Abcam, Cambridge, UK) diluted in blocking solution at 4 C overnight. The next day, the secondary antibody was incubated for one hour with secondary antibodies Alexa 594 anti-mouse (1:1000, Jackson ImmunoResearch, West Grove, PA, USA) Alexa 594 anti-goat (1:1000, Invitrogen, Carlsbad, CA, USA), Alexa 594 anti-mouse (1:1000, Invitrogen, Carlsbad, CA, USA), Alexa 488 anti-rabbit (1:1000, A21206, Invitrogen, Carlsbad, CA, USA), for one hour, and nuclear staining was performed using 4′,6-diamidino-2-phenylindole DAPI (1:1000, Abcam, Cambridge, UK) or and Hoechst 33342 (1:1000, Invitrogen, Carlsbad, CA, USA) for 5 min. Images were captured by laser-scanning confocal microscope (LSCM, FV1000, Olympus). Mean fluorescence intensity was quantified using ImageJ (National Institutes of Health, USA). Corrected total fluorescence for each cryosection was calculated as the average fluorescence intensity of the selected area, adjusted by subtracting the background fluorescence based on the mean intensity of the selected region product and the mean fluorescence of the background. The total number of positive cell staining was calculated using ImageJ.

### 2.21. RNA-Seq Library Construction

On postoperative day 7 rats were deeply anesthetized with an overdose of isoflurane, the rats were sacrificed, and the sciatic nerve was dissected. The total RNA of the nerves was extracted and purified with the TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA) following the manufacturer’s protocols. The quality and quantity of RNA were assessed using a Nanodrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA) and the Agilent Bioanalyzer 2100 system to ensure sample integrity. All RNA-seq data supporting this study are available online in the Gene Expression Omnibus (GEO) database under the accession number GSE286150. The data is scheduled to be made publicly available on 8 January 2026.

### 2.22. RNA-Seq Data Processing

The sequencing adaptors and low-quality bases were trimmed using Trimmomatic (version 0.38) to ensure a high-quality read [61]. High-quality paired-end reads were aligned to the reference genome using HISAT2 (version 2.0.5) [62]. The reads were subsequently mapped to individual genes, and the FPKM (Fragments Per Kilobase of transcript per Million mapped reads) of each gene was calculated based on gene length and mapped reads. Differential expression analysis between the two conditions was performed using the DESeq2 R package (version 1.16.1) [63]. Genes with a *p*-value ≤ 0.05 and an absolute log2 fold change (log2FC) ≥ 0.5 were identified as differentially expressed genes (DEGs). Gene Ontology (GO) pathway enrichment analysis and visualization were performed using the clusterProfiler R package [64].

### 2.23. Image Analysis

Immunofluorescence sections stained for NF200, S100, and CD31 were analyzed by capturing 3–5 fields of each rat and were viewed (20× magnification) to quantify the extent of regeneration. To evaluate nerve regeneration, we analyzed NF200 (axon count), S100 (Schwann cell positive area), and CD31 (fluorescence intensity). The mean thickness of myelinated nerve fibers and axons was also measured from 3 randomly selected areas within each TEM image. For muscle analysis, the mean cross-sectional area (CSA) and nerve-stained areas were determined by capturing 3–5 random fields of view (40× magnification) from the sections. Image analysis software (ImageJ) was used to perform cell counting and quantify early vascular regeneration, axonal outgrowth, and myelin regeneration.

### 2.24. Statistical Analysis

Statistical analysis was conducted using GraphPad Prism 9.0 software (San Diego, CA, USA). In comparisons between the two groups, a student’s t-test was employed, and A one-way ANOVA was performed to compare differences among three or more independent groups, followed by Tukey’s post hoc test. Data were expressed as Mean ± Standard Error of the Mean, meaningful significant differences and data were reported as mean values ± SEM. *p* < 0.05, *p* < 0.01, *p* < 0.001, and *p* < 0.0001 are shown as *, **, ***, and ****, respectively.

## 3. Results

### 3.1. Reprogramming and Characterization of iPSCs

The process of generating iPSCs is outlined in Figure 1A. PBMCs, isolated from blood, are one of the most popular sources of somatic cells for iPSC generation, as shown in Figure 1B. iPSC colonies emerge around day 12 after the SeV transduction. By the third week, iPSC colonies had been selected and expanded. After the first passage (P1), the colonies exhibited an embryonic stem cell (ESC)-like morphology. By the second passage (P2), they exhibited typical iPSC colony characteristics. The iPSC colonies showed positive for alkaline phosphatase, a stem cell marker (Figure 1C). Furthermore, immunostaining confirmed the presence of important pluripotency markers such as NANOG, OCT4, SOX2, and SSEA4 (Figure 1D).

The remaining SeV-infected T cells as a positive control. We randomly selected five iPSC clones for RNA extraction and PCR detection at the P7. SEV and KOS had no residue in the five random clones, although c-Myc detected a small amount of residue in two iPSC clones. In the subsequent cell amplification culture, we continued to amplify and culture iPSC-1, and the rest was frozen for later use (Figure 1E). In the 10th and 35th generation of iPSC-1, we identified the karyotype and found that it was a normal male 46, XY karyotype without abnormal mutation (Figure 1F).

To evaluate the differentiation potential in vivo, iPSC cells were injected intra-muscularly into NOD-SCID mice, and then the resulting teratomas were histologically analyzed. The teratomas showed the formation of various tissues from the three germ layers, including neural tissue from the ectoderm, gut epithelium from the endoderm, and cartilage from the mesoderm (Figure 1G).

### 3.2. Characterization of iPSC-Exos

TEM analysis verified the morphology of iPSC-derived Exosomes, revealing membrane-bound structures with a uniform size distribution (Figure 2A). Exosomes from the conditioned iPSC medium had a concentration of 1.1 × 10^11^ particles/mL, with an average size of 108.7 nm, indicating a relatively uniform particle population (NTA results). These findings show that most of the extracellular vesicles in this investigation were Exosomes (Figure 2B). Western blot analysis, according to the guidelines of the International Society for Extracellular Vesicles (ISEV) [65] verified the presence of Exosome markers, including tetraspanins (CD81, CD63, and CD9) and cytosolic protein (TGS101), while calnexin, an endoplasmic reticulum marker, was absent in iPSC-Exos but present in iPSCs (Figure 2C). These findings confirm that iPSC-Exos was successfully isolated for further experimental use. Furthermore, exosomes derived from iPSCs were labeled with PKH26, and labeled Exos were incubated with SCs and internalized by SCs. SCs were then stained with Phalloidin and Hochestfor nuclei and examined by immunofluorescence. The internalized exosomes displayed remarkable fluorescent signals (red), distributed around the nucleus (Figure 2D,E). To further investigate the effects of iPSC-Exos on SC proliferation, we treated SCs with iPSC-Exos at different concentrations (1, 10, 50, and 100 μg/mL) for 24 h. The CCK8 assay results showed that SCs treated with iPSC-EXO had higher absorbance values than those treated with PBS (Figure 2F). Data showed that iPSC-EXO enhanced SC proliferation in a concentration-dependent manner. According to these findings, 100 μg/mL of iPSC-Exos was selected as the experimental concentration for subsequent experiments and vivo experiments.

**Figure 2:**
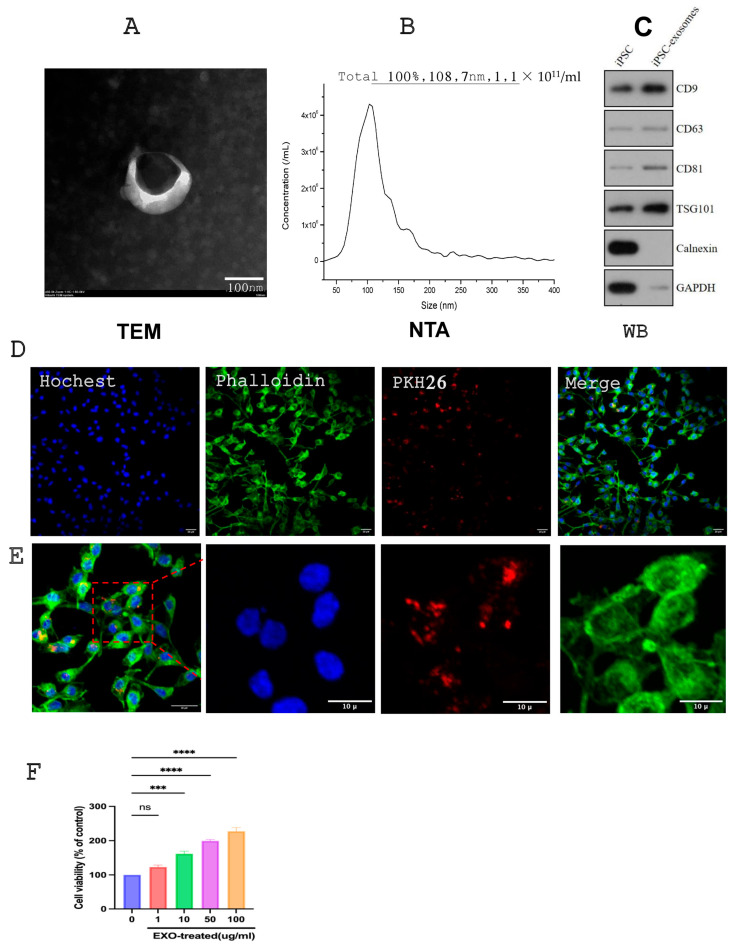
Characterization of iPSC-Exos. (**A**) Representative morphology of iPSC-Exos observed under transmission electron microscopy (TEM), scale bar: 100 nm. (**B**) Nanoparticle tracking analysis (NTA) of iPSC-Exos, showing particle size distribution and total concentration (particles/mL). (**C**) Western blot (WB) analysis of iPSC-Exos, confirming the presence of exosomal markers (Alix, TSG101, CD9, CD63, CD81) and GAPDH as a loading control, while Calnexin serves as a negative control. (**D**) Confocal microscopy images demonstrating the internalization of PKH26-labeled iPSC-Exos (red) into Schwann cells (SCs) via the endocytic pathway. Green fluorescence highlights SCs. Scale bars: 20 μm. (**E**) Magnified images confirming exosome uptake by Schwann cells. Scale bars: 10 μm. (**F**) Effect of iPSC-Exos on SC proliferation. SCs were treated with different concentrations of iPSC-Exos (0, 1, 10, 50, and 100 μg/mL) for 24 h, and cell viability was assessed using the CCK-8 assay. Data are presented as mean ± SD (n = 3). *** *p* < 0.001, **** *p* < 0.0001, ns: not significant.

**Figure 3:**
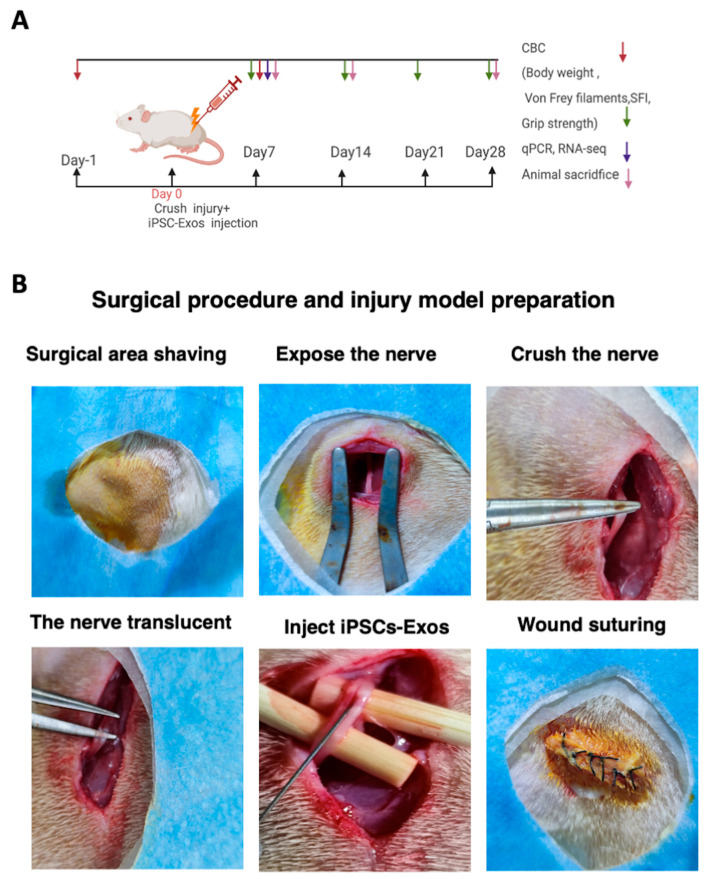
(**A**) Schematic illustration of the experimental design for sciatic nerve injury and subsequent functional recovery. Assessments, including complete blood count (CBC), behavioral tests (body weight, Von Frey filaments, Sciatic Function Index, and grip strength), qPCR, RNA-seq, and histological evaluations, were conducted at specific time points with animal sacrifice performed accordingly. (**B**) Representative images illustrating the surgical procedure and injury model preparation. The sciatic nerve was surgically exposed, crushed using FST Super Fine Hemostatic Forceps (13020-12, Heidelberg, Germany) for 60 s to ensure full injury of the nerve, and observed until it became translucent iPSC-Exos were injected at the injury site, followed by wound closure via suturing.

### 3.3. iPSC-Exosome Injection Is Safe, with No Evidence of Toxicity Observed

Behavioral assessments included observations of mobility, vocalization, and food intake, revealing no abnormalities between the groups. The multiple between-group comparisons with one-way ANOVA using Tuckey’s for multiple comparisons tests did not show any significant variation in animal weight between the groups at the baseline after the iPSC-Exos injection, (*p*  >  0.05) (Figure 4A). Furthermore, all the groups had similar growth patterns, as recorded by body weight, and none showed evidence of toxicity (Figure 4A). Routine blood parameters evaluation showed that all CBC parameters were within the normal range (Table 2).

No statistically significant treatment-related changes were observed in the hematological parameters across groups, indicating the safety of iPSC-Exos administration. While some values exceeded the reference ranges, similar variations were observed in both sham and PBS-treated groups, suggesting biological variability rather than a treatment effect. White blood cell counts remained within normal limits, while red blood cell and hemoglobin levels were slightly elevated in the iPSC-Exos group, but not significantly. Platelet counts were higher in the iPSC-Exos group but without abnormal platelet indices. Lymphocyte percentages increased while neutrophil percentages decreased in the iPSC-Exos group, suggesting a potential immunomodulatory effect. No significant deviations were noted for eosinophils and basophils. These findings confirm that iPSC-Exos does not induce systemic hematological toxicity (Table 2). An assessment of organ weights for key organs showed no significant differences between groups (Figure 4B), further confirming the safety of the iPSC-Exo treatment. Histological analysis at week 4 post-injury revealed normal organ morphology in the lungs, kidneys, heart, spleen, and liver, which indicates that iPSC-Exosome injections are safe and non-toxic to these organs (Figure 4C).

Table 2 Shows means with SD for different complete blood count parameters, assessed at week one post-iPSC-Exos injection to evaluate toxicity. WBC: white blood cell, RBC: red blood cells; HGB: hemoglobin; HCT: hematocrit; MCV: mean corpuscular volume; MCH: mean corpuscular hemoglobin; RDW: Red Cell Distribution Width-Standard Deviation; PLCR: Platelet Large Cell Ratio; PDW: platelet distribution width; MPV: mean platelet volume; PCT: plateletcrit, #; count, %: percent, TAC.

### 3.4. iPSC-Exos Upregulates the Expression of Genes Related to Nerve Regeneration

To determine if iPSC-Exos-induced nerve regeneration involves the regulation of specific gene expressions, nerve tissue samples were collected from rats seven days after SNI. *The brain-derived neurotrophic factor (BDNF), peripheral myelin protein (PMP22), vascular endothelial growth factor A (VEGFA), interleukin-10 (IL-10), AKT serine/threonine kinase 1 (AKT1), S100 calcium-binding protein B (S100B), and myelin protein zero (MPZ)* expression levels were determined using qRT-PCR. The iPSC-Exos treated group revealed significantly higher expression levels of genes as mentioned above, compared to the PBS group. iPSC-Exos effectively promoted the expression of mature-type myelin-associated protein genes such as *PMP22 and MPZ*, critical to promoting remyelination and restoring nerve function (Figure 5C,G). In addition, iPSC-Exos upregulates *IL-10* and reduces inflammation, creating a conducive environment for repair (Figure 5E). iPSC-Exos group revealed up-regulation of *VEGFA*-enhanced angiogenesis with no significance compared to the PBS group. *BDNF* enhances Sc survival, axonal growth, and regeneration after PNI (Figure 5A). *S100B* and *AKT1* promote cell survival and axonal regeneration, ensuring effective nerve regeneration and functional recovery, these results indicate an association between these factors and the observed regeneration benefits.

### 3.5. iPSC-Exos Promotes Functional Recovery and Attenuates Mechanical Pain Following

To evaluate the efficacy of iPSC-Exos in improving the functional recovery of rats with peripheral nerve crush injuries, the SFI analysis was compared between groups. Walking track patterns were observed preoperative (Figure 6A). Following the sciatic nerve crush one day, SFI values dropped significantly, indicating nerve function loss. By week 1, the iPSC-Exos group showed more functional improvement, and the iPSC-Exos group became evident by week 2, surpassing the Model + PBS (*p* < 0.05), and continued to improve by week 3 *p* < 0.01. On week 4, iPSC-Exos-treated animals demonstrated significant functional recovery compared to the Model + PBS group (*p* < 0.0001). These findings confirm that iPSC-Exos accelerates nerve fiber and sensory and motor function recovery (Figure 6A). Except for SFI analysis, grip strength was evaluated by calculating the average tension force (g) for each group of six rats randomly selected to ensure consistent experimental conditions. Motor function recovery and muscle mass effects of iPSC-Exos were evaluated preoperatively and postoperatively. Grip strength analysis indicated a significant improvement in gripping force recovery over time in the iPSC-EXO-treated group compared to the PBS group starting from week 2 postoperation (Figure 6B). and continuing through week 3 (*p* < 0.001) and week 4 (*p* < 0.001) (Figure 6B). These findings demonstrate that iPSC-Exos significantly accelerates muscle function recovery following injury. The Von Frey filament test is important to evaluate mechanical allodynia, providing a reliable measure of sensory recovery and pain sensitivity during the recovery process after sciatic nerve injury (Figure 6C). Von Frey filament was evaluated preoperatively one day and on weeks 1, 2, 3, and 4 postoperatively to measure the nociceptive threshold to increasing pressure stimuli. In the iPSC-Exos-treated group, significant improvements were noted from week 2 postoperation (*p* < 0.000), with further recovery noted in the third (*p* < 0.01) and fourth (*p* < 0.05) weeks compared to the PBS-treated control group. These findings suggest an enhanced alleviated mechanical allodynia in the iPSC-Exos-treated group (Figure 6C).

### 3.6. iPSC-Exos Prevented Gastrocnemius Muscle Atrophy Following Sciatic Nerve Injury

Following SNI, the gastrocnemius muscle, innervated by the sciatic nerve, becomes atrophy and dysfunction due to prolonged denervation. Denervated muscle loses weight, and muscle fibers shrink as collagen fibers proliferate. Nerve reinnervation may alleviate myoatrophy following implantation. Four weeks post-operation, the bilateral gastrocnemius muscles were harvested and analyzed using Masson’s trichrome staining to examine the histomorphology of the gastrocnemius muscle. The muscle wet weight ratio was higher in the iPSC-Exos group than in the PBS group (*p* < 0.01) (Figure 6D,F). Another parameter of muscle atrophy is decreased muscle fiber diameter) (Figure 6E). Cross-sectional images revealed that muscle fibers in the iPSC-Exos-treated group exhibited improved morphology compared to the PBS-treated group (*p* < 0.001) (Figure 6G). These findings suggest that iPSC-Exos treatment enhances muscle fiber integrity and mass following nerve injury.

### 3.7. iPSC-Exos Promotes Axon Regeneration, Myelination, and Angiogenesis Following Sciatic Nerve Injury

Histological analysis: the H&E-stained sections show histological changes in the sciatic nerve 4 weeks post-injury following iPSC-Exos or PBS treatment. The regenerated nerve fibers in the iPSC-Exos group have a well-organized structure, with many axons and a smaller extracellular space, indicating improved nerve regeneration. Whereas the PBS-treated group has unorganized nerve fibers, increased interfascicular spacing, and obvious edema and vacuolization, indicating weak regeneration (Figure 7A).

Ultrastructural assessment: to further evaluate the effect of iPSC-Exos on myelin, axon regeneration TEM was performed to examine histological changes in the regenerated nerve fibers in all groups (Figure 7B). The histological evaluation, including measurements of myelinated fiber diameter and axon diameter, was conducted at high magnification (Figure 7B). Axons in the iPSC-Exos group exhibited thicker myelin sheaths (Figure 7D). and larger axon diameters (Figure 7C), demonstrating improved remyelination and axonal integrity iPSC-Exos compared to the PBS group.

SC and axon regeneration: To assess the efficacy of iPSC-Exos in nerve regeneration, we performed immunofluorescence staining for the sciatic nerve in five rats for neurofilament-200 (NF200), a marker of neurons forming A-fibers, which plays a crucial role in axon stabilization, maturation, and SCs (S100β) for myelination, which respond to nerve injury by transforming into a repair- related cell phenotype, providing repair signals and spatial guidance that promote axonal regeneration, facilitate target reinnervation and plays a critical role in remyelination (Figure 8A,B), and the process of restoring the myelin sheath around damaged axons. Staining was performed at 2 weeks (n = 3) for longitudinal sections (Figure 8A), and at 4 weeks for cross-sections (n = 5) (Figure 8B). The results showed that the total number of NF200 and S100β were significantly higher in the iPSC-Exos group compared to the PBS-treated group, indicating enhanced axon regeneration and myelination of the injured nerve (Figure 8C,D).

Angiogenesis Enhancement: to investigate the effect of iPSC-Exos on angiogenesis in the injured nerve, we performed immunofluorescence staining for angiogenesis markers CD31: platelet endothelial cell adhesion molecule-1 (PECAM-1), which is a marker associated with endothelial cells and is involved in angiogenesis. The presence of CD31 correlates with the regeneration of nerve fibers, regeneration [66]. The results of this study revealed in longitudinal sections at 2 weeks (Figure 9A) and cross-sections at 4 weeks (Figure 9B), CD31 expression significantly enhanced across the iPSC-Exos treated group weeks (Figure 9C). These effects may be attributed to the exosomes carrying neurotrophic and vascular endothelial growth factors, including VEGF, FGF2, TGF-β, NRF2, BDNF, and angiopoietins [67], which communally promote angiogenesis, axon regeneration, myelination, and sensory and motor function recovery while stabilizing vasculature in injured nerves. These factors create an optimal microenvironment for nerve repair and tissue regeneration. iPSC-Exos markedly enhanced axonal regeneration, myelination, and functional recovery in injured sciatic nerves.

### 3.8. iPSC-Exos Boost Nerve Repair by Modulating Key Molecular Pathways: A Transcriptomic Analysis

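RNA of the crushed sciatic nerve was sequenced from 3 rats of the Model + PBS group and 3 rats of the Model + iPSC-Exos group. The iPSC-Exos are exosomes, small membrane vesicles, collected from cultures of induced pluripotent stem cells and injected at the site of the crush. The paper gives postoperative day 7 for the sampling and 10 µL for the injection, whose concentration its methods state in particles per mL. After its experiment on cultured Schwann cells, it names 100 µg/mL as the concentration for the later work in rats, whereas the labels of the 3 iPSC-Exos libraries give 103, 104 and 105 µg/mL. The labels also give brain as the tissue, and the groups were mapped here by the paper's description, which is nerve. The control libraries carry no PBS in their labels and were taken as the Model + PBS group because it is the only crushed group without exosomes in the paper. The authors trimmed the paired-end reads, aligned them with HISAT2 and deposited the number of reads counted on each gene, as whole counts without normalization. The paper's text does not name the counting tool, the genome build or the annotation. The deposited counts list 30562 Ensembl gene IDs and pair none of them with a gene name, so genes are given here by their ID. The total count was 1336954, 1299862 and 1854545 in PBS replicates 1, 4 and 9, with a median of 1336954. It was 1270941, 1351489 and 1259178 in iPSC-Exos replicates 2, 3 and 5, with a median of 1270941. A gene with 3 counts therefore lay at 1.62 CPM (the count scaled to a common library size) in PBS replicate 9 and at 2.38 CPM in iPSC-Exos replicate 5, so genes of low expression could not be measured at this depth. Between 7470 and 8538 genes had at least 1 count in a PBS library, and between 7949 and 8247 in an iPSC-Exos library. A single gene, ENSRNOG00000020644, which was singled out after its values were seen, held 602028 counts in PBS replicate 9, or 32.5% of that library (95% Wilson interval 32.4 to 32.5%, counting error only). Its share was 2.14% and 1.11% in the other 2 PBS libraries and between 1.08% and 2.85% in the iPSC-Exos libraries. Genes with too few counts were left out with edgeR's filterByExpr, and 4278 genes were tested. Counts were normalized with edgeR's TMM factors, which were 0.644 for PBS replicate 9 and between 1.06 and 1.12 for the other 5 libraries.

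**Figure D1:**
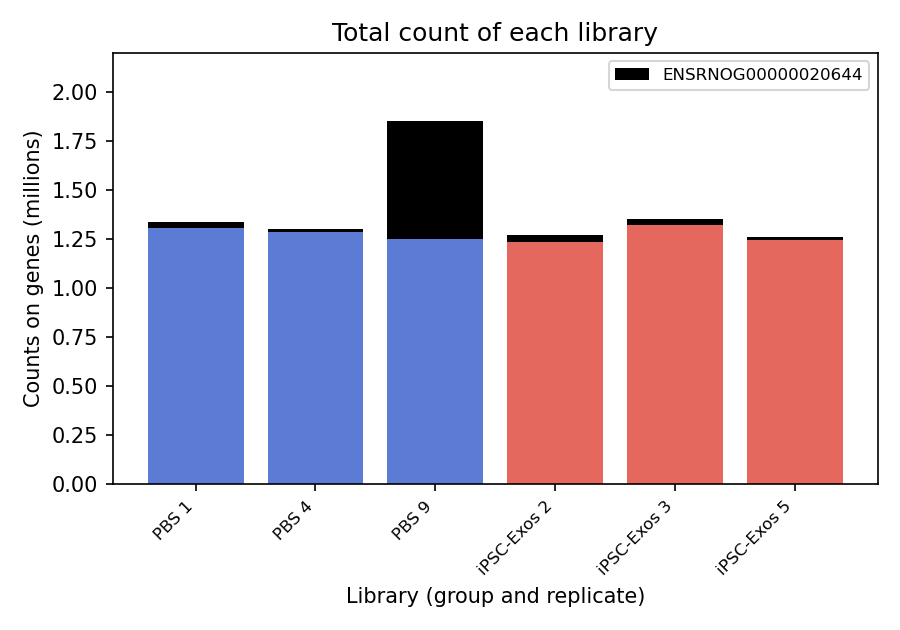
Counts on genes for each of the 6 libraries, by group and replicate, with the part held by ENSRNOG00000020644 in black. The black part reaches 32.5% of PBS replicate 9 and at most 2.85% of the other 5 libraries.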

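Expression profiles were compared over the tested genes as log2 CPM. Across genes, which are not independent replicates, Spearman's rho was between 0.964 and 0.967 for pairs of iPSC-Exos libraries, between 0.927 and 0.969 for pairs of PBS libraries and between 0.930 and 0.965 for pairs of one library from each group. The mean Euclidean distance was 43.4 between the groups and 41.3 within them. The difference of 2.11 was reached or exceeded by 2 of the 10 ways to split the 6 libraries into 3 and 3 (one-sided exact permutation test, p = 0.2, where 0.1 is the smallest p that the design allows). This design could not reach a p under 0.05, so the test does not decide whether the profiles differ. With a library left out in turn, the difference was -1.66, -0.0717 and 0.175 without iPSC-Exos replicates 2, 3 and 5. It was between 3.14 and 5.79 without a PBS replicate. Leaving out an iPSC-Exos library gives pairs of PBS libraries more weight in the mean within groups. Their mean distance was 46.5, against 36.1 for pairs of iPSC-Exos libraries. The first principal component held 40.7% of the variance and set PBS replicate 9 apart from the other 5 libraries. On the second, with 21.1%, the 3 iPSC-Exos libraries lay below the 3 PBS libraries.

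**Figure D2:**
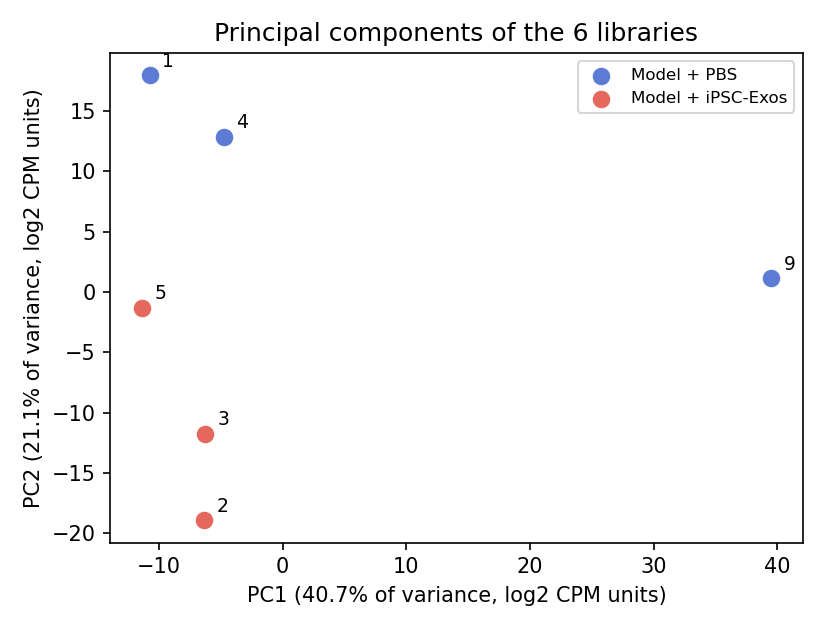
First and second principal components of the log2 CPM of 4278 genes, with 1 point per library and the replicate number beside it. PBS replicate 9 lies at 39.5 on the first component and the other 5 libraries between -11.4 and -4.76; on the second, iPSC-Exos libraries lie between -18.9 and -1.30 and PBS libraries between 1.15 and 18.0.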

RNA sequencing demonstrated different gene expression profiles between the model + PBS group and the model + iPSC-Exos treated group. 

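At the paper's threshold, an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5, 138 genes were higher and 122 genes were lower in the Model + iPSC-Exos group than in the Model + PBS group (edgeR's quasi-likelihood test, 260 of 4278 genes). In 206 of these 260 genes, the 3 libraries of one group all lay above the 3 libraries of the other. A choice by low p favours such genes, so this count is no separate evidence. Over all tested genes the groups did not overlap in 603 genes, or 14.1%, where chance gives 10%. An unadjusted p under 0.05 was found for 330 genes, against 213.9 genes for an even spread of p-values. After Benjamini-Hochberg adjustment over the 4278 genes, 2 genes had an adjusted p under 0.05, both higher with iPSC-Exos. Replicates of one group varied by a coefficient of variation of 24.6% beyond counting error. The counts moved most when no gene was left out for low counts: 293 genes were then higher and 291 lower, and 108 had an adjusted p under 0.05. Of these 108, only 18 were genes that the filter leaves out. In that fit each gene's own spread was replaced by a common trend. Other splits of the 6 libraries into 3 and 3 gave from 45 to 104 such genes, so the 108 are weak evidence. With DESeq2, the tool that the paper used, 141 genes were higher and 130 lower at the same threshold, 200 of them shared with the 260, and 24 had an adjusted p under 0.05.

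**Figure D3:**
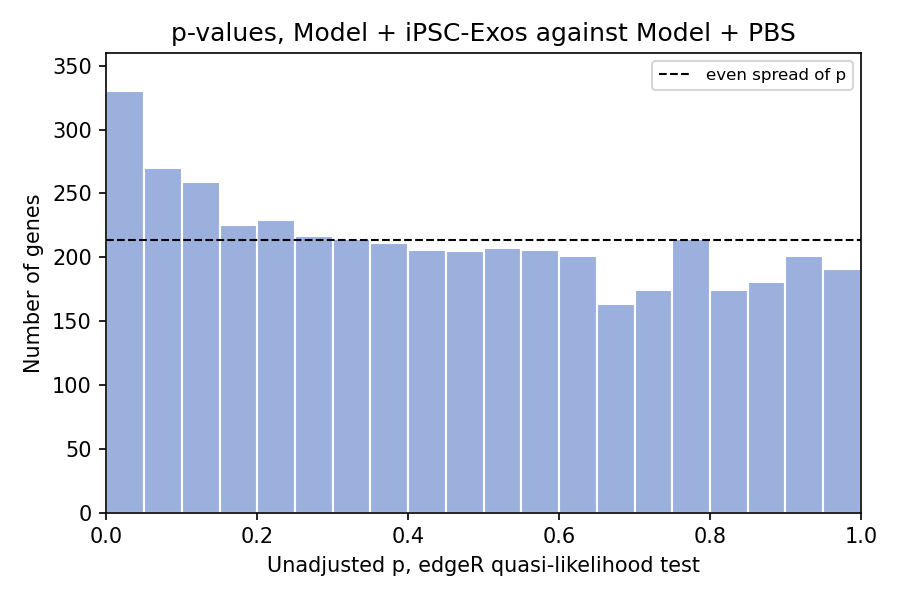
Number of genes in each interval of unadjusted p from edgeR's quasi-likelihood test of iPSC-Exos against PBS, with the even spread as a dashed line. The first interval holds 330 genes and the line lies at 213.9.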

The differential expression analysis determined significantly upregulated or downregulated genes, as shown in the volcano plot. Upregulated genes are represented in red, while those downregulated are represented in blue, indicating potential candidates for further exploration of the Pathway enrichment analysis (Figure 10A). 

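The median log2 fold change, iPSC-Exos over PBS, was 0.86 among the upregulated genes and -0.74 among the downregulated genes. It reached at least 1 in 49 upregulated genes and was -1 or lower in 33 downregulated genes. Upregulated genes made up 53.1% of the calls. A pair of IDs from each direction is given, since the deposited counts do not pair IDs with names. ENSRNOG00000029079 rose from 10.7 ± 1.99 CPM (SD, n = 3) with PBS to 653 ± 444 CPM (SD, n = 3) with iPSC-Exos. Its counts were 17, 17 and 10 in PBS replicates 1, 4 and 9, and 1045, 1465 and 223 in iPSC-Exos replicates 2, 3 and 5. The log2 fold change was 5.91 (standard error 0.69, adjusted p = 0.0396 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). ENSRNOG00000008759 rose from 157 ± 45.4 CPM (SD, n = 3) to 1098 ± 518 CPM (SD, n = 3), a log2 fold change of 2.80 (standard error 0.34, adjusted p = 0.0396 from the same edgeR test). With each of the 6 replicates left out in turn, the log2 fold change of ENSRNOG00000029079 stayed between 5.43 and 6.37 and that of ENSRNOG00000008759 between 2.35 and 3.06, but each had an adjusted p under 0.05 in 1 of the 6 fits, the one without iPSC-Exos replicate 5. Among the downregulated genes, ENSRNOG00000004753 fell from 35.9 ± 6.65 CPM (SD, n = 3) to 11.3 ± 1.55 CPM (SD, n = 3), with a log2 fold change of -1.66 (standard error 0.31, adjusted p = 0.259 from edgeR). ENSRNOG00000032664 fell from 134.5 ± 21.5 CPM (SD, n = 3) to 71.7 ± 4.26 CPM (SD, n = 3), with a log2 fold change of -0.91 (standard error 0.18, adjusted p = 0.259 from edgeR). Neither of these falls passed the adjustment with edgeR. The IDs given here were all chosen among genes whose groups did not overlap, so the lack of overlap is no separate evidence. With DESeq2, the adjusted p was 0.0429 for ENSRNOG00000004753 and 0.0545 for ENSRNOG00000032664. Whether reads of these IDs are shared with similar genes was not examined here.

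**Figure D4:**
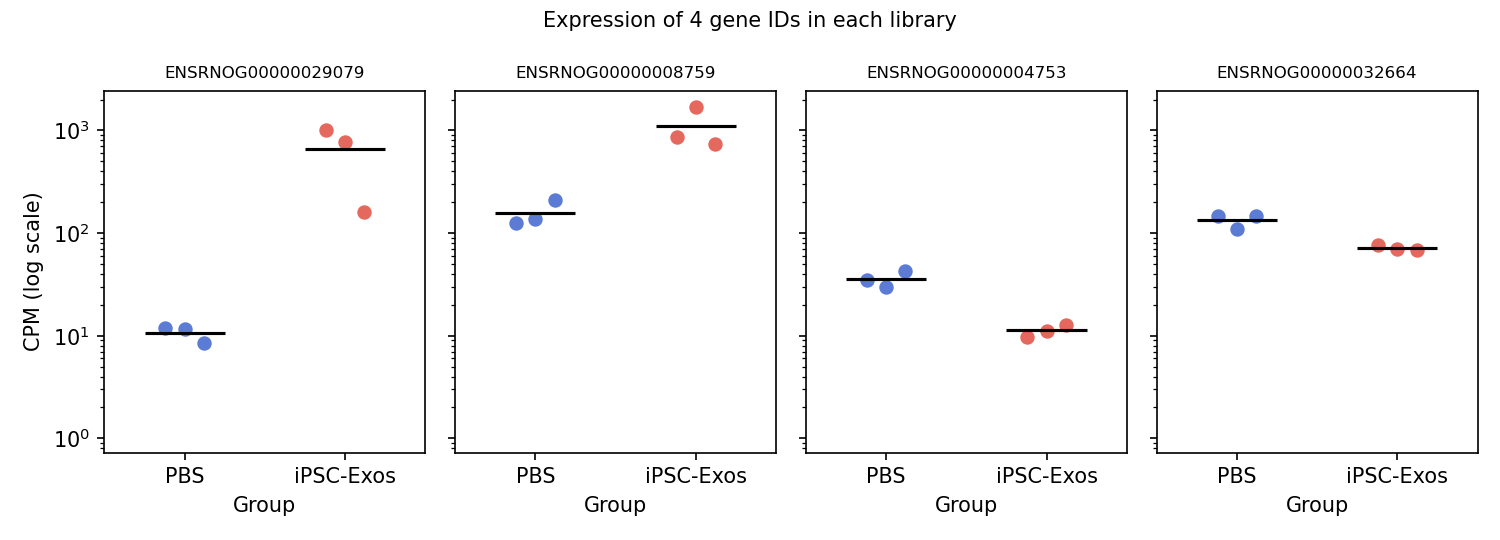
CPM on a log axis of 4 gene IDs, with 1 point per library and a line at the mean of the 3 libraries of each group. The 4 IDs were chosen among genes whose PBS and iPSC-Exos points do not overlap, and the iPSC-Exos points of ENSRNOG00000029079 spread up to 1020 CPM.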

KEGG pathway analysis revealed notable activation of pathways such as PI3K-AKT signaling, Focal Adhesion, Cytoskeleton in Muscle Cells, and Calcium Signaling Pathway, underlining their involvement in boosting cellular survival, proliferation, and repair mechanisms (Figure 10B). 

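A gene set enrichment analysis orders genes by their change and asks where the genes of a pathway stand in that order. Over the 4278 tested genes, 2108 had a positive and 2170 a negative log2 fold change of iPSC-Exos over PBS. Which genes belong to each pathway was not analysed here, because the IDs were not paired with names. From its KEGG analysis (Figure 10B), the paper states that these pathways take part in cell survival, proliferation and repair.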

A complementary Gene Ontology (GO) enrichment study revealed processes such as PI3K/AKT signal transduction and response to growth factor, which help clarify the molecular pathways activated by iPSC-Exo treatment (Figure 10C). Furthermore. Genes like Csf3r, Mapk9, and col4a5 Angptl4 had significantly higher expression levels in the iPSC-Exosome group compared to the PBS group (Figure 10D). To confirm the RNA-seq results, qPCR was performed for selected differentially expressed genes related to nerve regeneration. The qPCR results were consistent with the RNA-seq data, showing significant upregulation of these key genes in the iPSC-Exos-treated group (Figure 10E). This alignment validated the accuracy and reliability of the transcriptomic analysis and provided further proof that iPSC-Exos modulates vital biological pathways, including angiogenesis, nerve regeneration, and tissue remodeling, to promote effective nerve repair and functional recovery. Overall, the results suggest that iPSC-Exos holds therapeutic potential in nerve repair and advancing applications in regenerative medicine.

## 4. Discussion

PNI is a complex condition that commonly leads to motor and sensory impairment in patients [68]. Currently, the prognosis for PNI is poor, and there is an urgent need for effective treatment for PNI [69]. Stem cell-based therapy has convenient, promising benefits for PNI by boosting nerve regeneration, as demonstrated by enhanced axonal regeneration, myelin formation, new vessel formation, and subsequent sensory and motor neuron recovery [70]. These benefits are accompanied by significant improvements in motor function [70]. Furthermore, cell transplantation creates an optimal environment for damaged nerves to recover, proliferate, and regenerate while exhibiting anti-inflammatory by secreting neurotrophic factors (NTFs) and EVs, known as exosomes [71]. Exosomes are crucial bioactive components derived from various MSCs. Besides, Exosomes avoid some common issues associated with cell therapies, such as tumorigenicity, vascular blockage, and short shelf life [72]. While iPSCs are shown to be non-tumorigenic and to have neuroprotective and axonotropic capacities, the therapeutic application of iPSCs is limited due to unknown long-term effects [73]. iPSC-Exos presents a promising way to address the limitations of iPSCs in nerve regeneration [74]. These nanosized extracellular vesicles facilitate intercellular communication and deliver bioactive molecules that promote the regenerative processes in neural tissues [75]. Their properties, such as stability, immune tolerance, and ability to pass through the blood-brain barrier, make them superior to traditional stem cell therapies [76].

The findings of our study indicate the effective generation of iPSCs from PBMCs using the SeV vector. This method is advantageous as it is non-integrating, which reduces the possibility of genetic alterations [77]. The iPSC colonies exhibited ESC-like morphology and expressed vital pluripotency markers like NANOG, OCT4, SOX2, and SSEA4, consistent with previous results [78]. PCR analysis revealed the absence of remaining SeV components, indicating that the reprogramming technique does not leave residual viral elements, confirming the safety of this reprogramming technique [79]. Extended culture has a significant effect on cell karyotype, resulting in instability of chromosomes and potentially serious consequences. Karyotypic changes during cell culture frequently appear as aneuploidy, deletions, and duplications, which are mainly caused by mechanisms such as DNA repair deficits, telomere attrition, and spindle assembly defects [80]. The results of the karyotype experiment in passages 10 and 35 showed a normal 46, XY karyotype, and genetic stability through extended culture. In vivo differentiation experiments confirmed the formation of tissues from all three germ layers, indicating the pluripotency of the iPSCs. These findings demonstrate the efficacy and reliability of SeV vectors in transforming PBMCs into therapeutically effective iPSCs. Despite the increased interest in iPSC-Exos research on their safety and toxicity is lacking, and there is an urgent need to estimate the safety of Exosomes. Our findings demonstrated that iPSC-Exos had no adverse impacts on the physical results of the rats this included rats’ body weight being monitored as an indicator of growth trends. The CBC analysis in this study showed no significant differences between groups, consistent with results from the previous study [81]. However, group variations, including values exceeding reference ranges, may result from biological variability, experimental conditions, and strain-specific references [82]. iPSC-Exos are safe, as they did not impact key blood indicators, these findings support previous research using C57BL/6J mice injected with 6 × 10^10^ Exosome particles, as a therapeutic dose, no abnormalities were observed in the treated mice [83]. In another study, an intravenous injection of 3.85 × 10^12^ Exosome particles was administered to cynomolgus monkeys [81]. Observations showed no significant behavioral changes, neurological abnormalities, or mortality [81]. In addition, our findings indicate that iPSC-Exos injections are safe and non-toxic in SD rats, as indicated by normal histology and organ weights, with no noticeable abnormalities in major organs like the heart, liver, spleen, lungs, and kidneys histopathology. These findings are in line with previous studies conducted by Hu, Wang et al., 2024 [81]. However, many issues remain unresolved before exosomes can be used in clinical therapy. For instance, studies report that exosomes from bone marrow MSCs may promote tumor growth [84]. In addition, issues remain about the standardization of exosome production. This highlights the need to confirm the safety of exosomes from other sources and complete safety investigations before clinical applications can be established [85,86] as well as various administration routes [87]. Recently, many researchers have demonstrated the potential of MSCs-Exos in facilitating PNI repair and promoting axonal regeneration through the stimulation of endogenous SC proliferation and migration [86,88]. The present study utilized the conventional rat sciatic nerve injury (SNI) model, specifically a crush injury classified as sunderland grade III damage [89]. In this type of injury, nerve continuity depends on an intact epineurium. While the axons, endoneurium, and perineurium are all damaged. Compared with discontinuous injury, this type produces less extensive damage and allows for faster recovery, reducing the observation period and minimizing the impact of surgical repair techniques [68]. This procedure helps to avoid potential interference from surgical repair on functional recovery outcomes and optimize the experiment’s comparability and reliability [90]. In this study, we demonstrated the significant neuro-regenerative effects of iPSC-Exos and their ability to enhance both motor and sensory functions. The grip strength and SFI analyses, widely accepted as standard methods for evaluating nerve recovery, showed that iPSC-Exos treatment significantly accelerates functional and muscle strength recovery in rats with SNI. These findings align with previous studies, supporting the efficacy of iPSC-Exos in accelerating motor function, sensory function, and muscle strength recovery over time [91,92]. Furthermore, this study showed that iPSC-Exos treatment significantly affects the wet-weight ratio and gastrocnemius muscle fiber morphology by enhancing nerve regeneration and subsequent muscle recovery. The bioactive cargo (neurotrophic factors, microRNAs, structural proteins, and immunomodulatory cytokines) of iPSC-Exos in nerve regeneration is attributed to their therapeutic potential, which coordinates a complex regenerative response following peripheral nerve injury [93,94]. Our results show that iPSC-Exos promotes functional recovery, axon regeneration, myelination, and angiogenesis and modifies the neuroinflammatory milieu. One of the primary mechanisms by which iPSC-Exos facilitates nerve repair and axon growth is delivering growth-promoting proteins, and miRNAs facilitate cell communication, which is crucial for axonal guidance and growth [95]. In our study, the significant upregulation of NF200, a marker of axonal regeneration and growth, suggests enhanced axon regeneration following iPSC-Exos treatment. In addition to axonal regrowth, effective remyelination is essential for functional nerve regeneration. Our results indicate that iPSC-iPSC-Exos promotes SC proliferation and myelin formation, which is confirmed by an increase in *S100B*, *PMP22*, and *MPZ*. These molecules are essential for SC function and myelin compaction, ensuring the structural integrity of regenerating axons. Additionally, miR-29a, a microRNA known to regulate myelin gene expression, has been implicated in the stabilization of myelin sheaths, indicating the role the role of iPSC-Exos in remyelination [96]. The significant improvement in SFI and grip strength in our study suggests that enhanced myelination contributes to the functional restoration observed in the iPSC-Exos group. Vascularization plays a vital role in peripheral nerve regeneration, as re-establishing blood vessels ensures sufficient nutrient and oxygen supply to injured tissues. The increased expression of *Angpt4*, *VEGFA*, and CD31 in our finding suggests that iPSC-Exos promotes angiogenesis and angiogenesis associated with extracellular matrix remodeling. Furthermore, miR-126, a key pro-angiogenic microRNA, has been shown to enhance endothelial cell function and blood vessel formation, supporting our finding that iPSC-Exos creates a favorable microenvironment for nerve regeneration by enhancing vascular support [93]. The immune response to nerve injury plays a dual role, with early inflammation supporting debris removal and constant inflammation impairing regeneration. Our findings suggest that iPSC-Exos can reduce neuroinflammation by delivering anti-inflammatory cytokines (IL-10). *IL-10, TGF-β*, and microRNAs (miR-146a) molecules reduce NF-κB, converting the immune response to a pro-regenerative state and attenuating pain, indicating their potential use in pain management for nerve injury recovery [94,95]. *Col4a5* is increased in SC after nerve injury and has a critical role in ensuring the regenerating axons select their original pathways. On the other hand, *Col4a5* binds to axon repellents such as Slit and Netrin, which are vital for axonal guidance. Upregulating *Col4a5* after injury is critical for the extracellular matrix (ECM) role in providing a conducive environment for axonal growth and guidance [97,98]. Pathway enrichment analysis of KEGG demonstrated the activation of pathways, such as PI3K/AKT signaling, vital for neuronal survival, axonal regeneration, promoting cell proliferation, and inhibiting apoptosis. These results are consistent with a previous study using endothelial cell-derived exosomes (EC-Exo) to promote axonal regeneration and myelination by activation of the PI3K/AKT signaling pathway is essential for shifting SC transformation into a repair-related phenotype [99]. Further, iPSC-Exos promotes nerve repair through focal adhesion mechanisms by enhancing the interaction between SC and the ECM, enhancing focal adhesion formation, which is essential for cell migration and nerve regeneration [100]. iPSC-Exos plays a significant role in modulating calcium signaling pathways during nerve regeneration [99]. Their interactions with SCs and endothelial cells have been demonstrated to enhance SC activation and function. Heatmap analysis revealed that the iPSC-Exosome group expressed more important genes like *Gdnf*, *Fgf2*, and *Csf3r*. This well-known neurotrophic factor has been shown to improve neuronal survival and regeneration after PNI [101].

Together, the results of this study demonstrate the therapeutic potential of iPSC-Exos in promoting nerve regeneration without adverse effects on body weight, blood parameters, or organ histology. Functionally, iPSC-Exos promotes motor recovery, muscle regeneration, and myelination, as indicated by improved grip strength, SFI, and upregulation of key neural markers. iPSC-Exos also enhanced angiogenesis and reduced neuroinflammation, creating a pro-regenerative environment. Furthermore, they activated the PI3K/AKT pathway, supporting axonal growth and Schwann cell function.

### Limitations

This study demonstrates the therapeutic effects of iPSC-Exos in the SNI model; however, some limitations remain. First, the effects of iPSC-Exos on nerve repair were not compared with cell transplantation or other types of exosomes. Second, the safety and efficacy of iPSC-Exos at different doses were not investigated. Third, to examine potential sex differences, future studies should include female rats. Furthermore, the molecular mechanisms and long-term effects of iPSC-Exos on regeneration outcomes require extensive investigation. Within these limitations, the achieved results provide valuable insights for clinical practice.

## 5. Conclusions

The evidence obtained in this study indicated that iPSC-Exos significantly enhances functional recovery, attenuates pain, and accelerates sciatic nerve regeneration by increasing nerve fiber myelination, axonal growth, angiogenesis, extracellular matrix integrity while establishing an optimal environment for long-term peripheral nerve regeneration and functional recovery. Furthermore, iPSC-Exos activated key pathways like PI3K-AKT and focal adhesion signaling, critical for neuronal survival, and axonal regeneration. These findings provide the foundation for future investigation into the clinical application of iPSC-Exos as a novel therapeutic method for peripheral nerve regeneration.

## Figures and Tables

**Figure 1:**
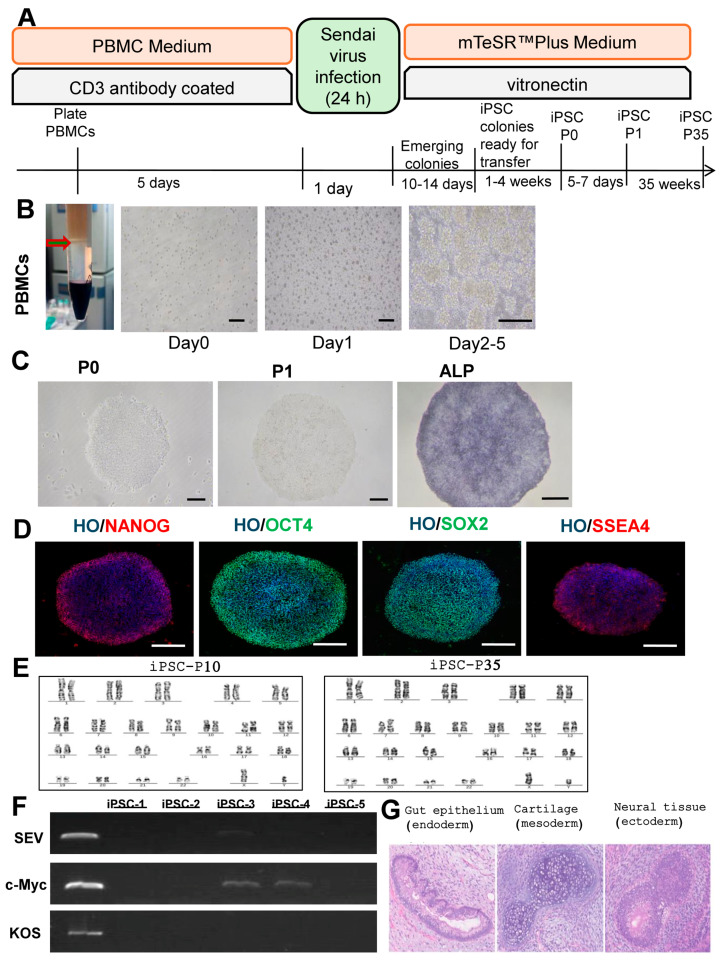
(**A**) Overview of the iPSC generation protocol. PBMCs are activated for 5 days with IL-2 and anti-CD3 antibodies and then transduced with SeV expressing human OCT3/4, SOX2, KLF4, and c-MYC. iPSC colonies emerge at 10–14 days after blood sampling. In the next month, mature iPSC clones were continuously picked for passage as P0, and the morphology of iPSC was recorded. Subsequently, it was passaged to the p35. (**B**) Isolation and activation of PBMCs. Morphology of PBMCs shortly after being seeded in the culture plate for 5 d. Scale bar, 0.2 mm. (**C**) ESC-like iPS colony after the first Passage, P1. And typical iPS colony after the second Passage, P2. ALP staining of iPSC colonies. Scale bar, 0.2 mm. (**D**) Immunofluorescence staining for pluripotency and markers (NANOG, OCT4, SOX2, SSEA4) in iPSCs. Hochest (HO) was used for nuclear staining. Scale bar, 100 μm. (**E**) We performed a temperature shift to remove SEV, c-Myc, and KOS vectors. These vectors had no obvious residues in the 5 random clones by PCR and agarose gel electrophoresis. (**F**) The karyotypes of normal males were verified at the 10th and 35th generations of iPSC, respectively. (**G**) Teratomas are derived from the iPSC-1 line. We observed the formation of various tissues from the three germ layers in NOD-SCID mice, such as neural tissue from ectoderm, gut epithelium from endoderm, and cartilage from mesoderm. Scale bar, 0.1 mm.

**Figure 4:**
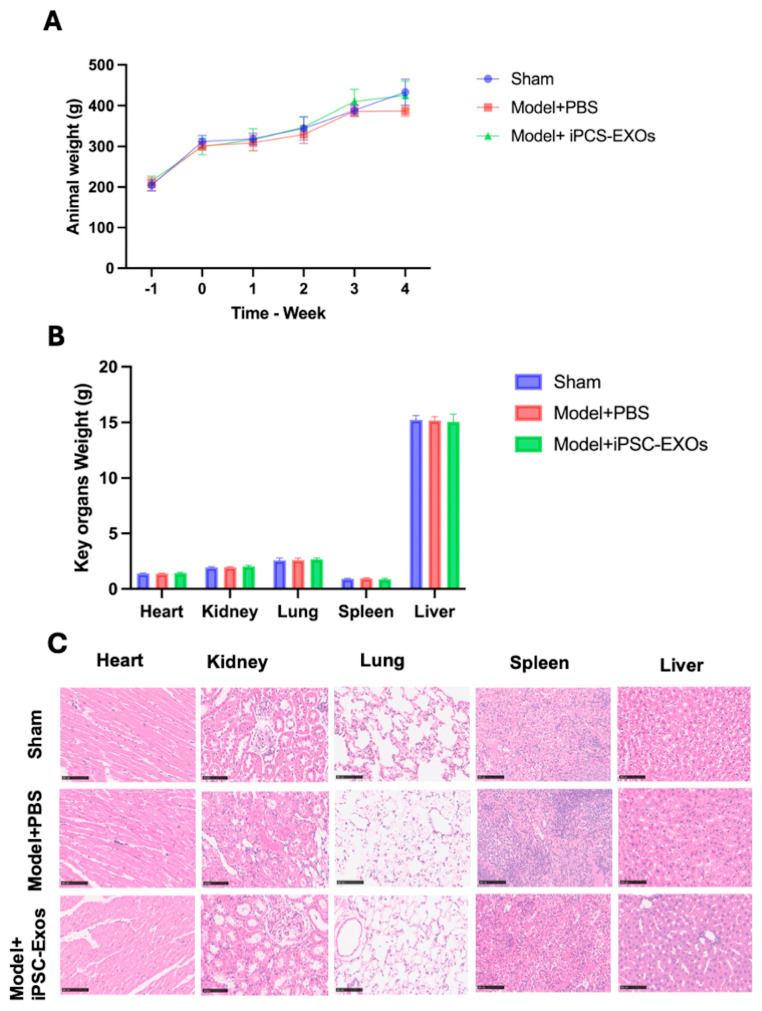
(**A**) Rats’ body weight was recorded one day preoperative and at 1, 2, 3, and 4 weeks postoperation. There were no statistically significant differences between the groups (n = 12 per group), indicating that the treatment with iPSC-Exos exhibited no effect on the overall growth of the rats. (**B**) To evaluate potential systemic toxicity, vital organ weights (liver, spleen, lung, kidney, and heart) were recorded four weeks after the sacrifice. There were no obvious differences between the Model + PBS, Model + iPSC-Exos, and Sham groups. (**C**) Representative hematoxylin and eosin (HE) at 4 weeks post the operation, representative hematoxylin and eosin (H&E)-stained sections of the liver, kidney, lung, spleen, and heart (n = 6 per group). No inflammatory infiltrates, structural anomalies, or signs of toxicity were observed. Scale bar of 100 μm. Data represent mean ± standard error and were analyzed using one-way ANOVA. Statistical analysis was performed using one-way ANOVA with Tukey’s multiple comparisons test, with significance set at * *p* < 0.05.

**Figure 5:**
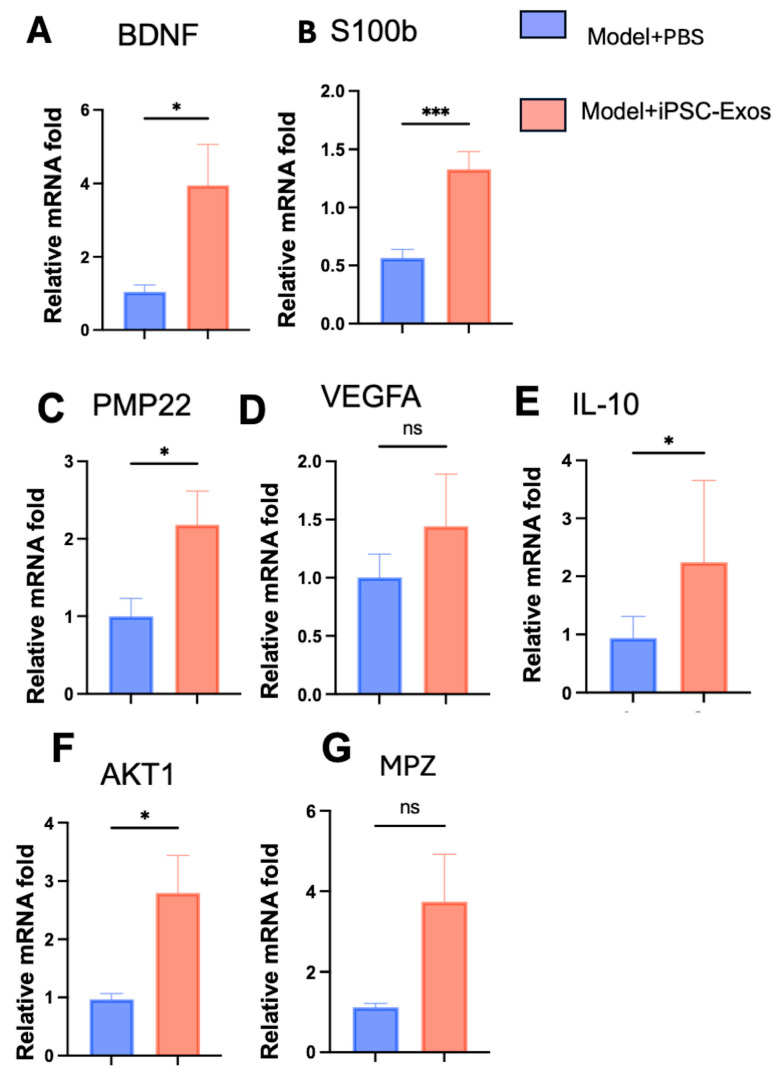
Gene expression analysis of nerve regeneration markers in PBS and iPSC-Exos treated group at 7 days postoperatively. (**A**) *BDNF*, (**B**) *S100β*, (**C**) *PMP22*, (**D**) *VEGFA*, (**E**) *IL-10*, (**F**) *AKT1,* and (**G**) *MPZ* mRNA levels were analyzed. *BDNF*, *S100β*, *PMP22*, *IL-10*, and *AKT1* were significantly upregulated in the iPSC-Exos group, indicating enhanced nerve regeneration, SC activation, myelination, and anti-inflammatory effects. *VEGFA* and *MPZ* showed an increasing trend but were not statistically significant. All results were normalized to *GAPDH.* Data were represented as mean ± standard error and were analyzed using a *t*-test. * *p* < 0.05, *** *p* < 0.001, ns: not significant.

**Figure 6:**
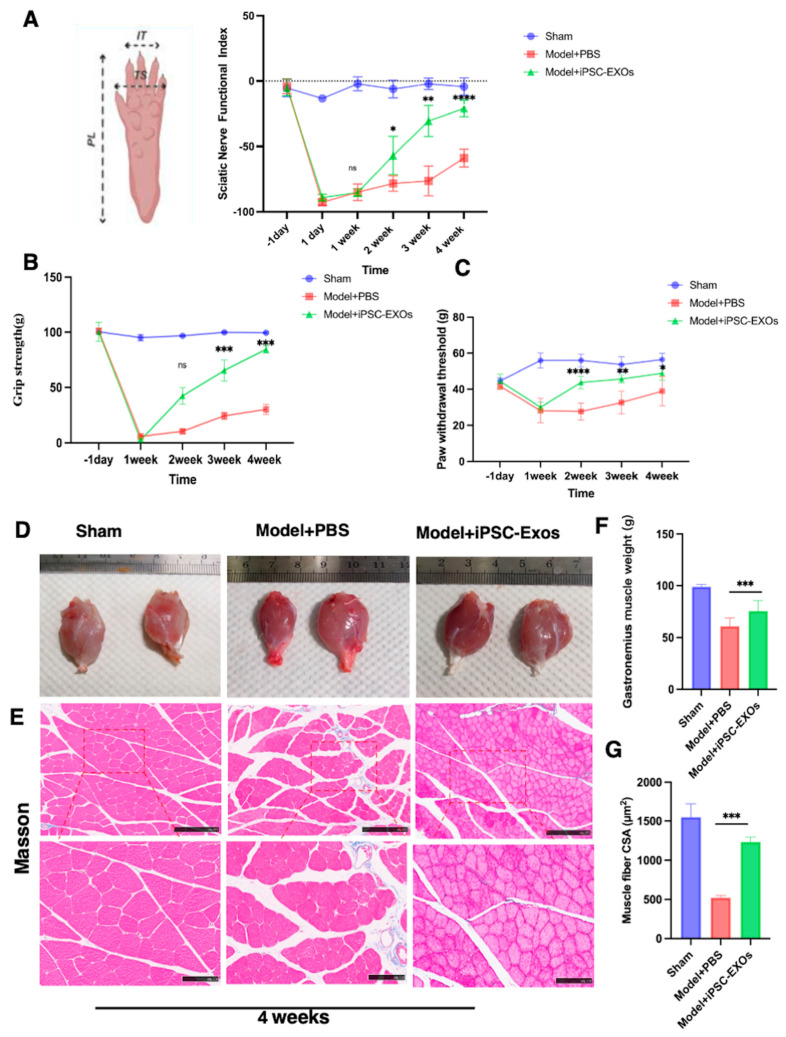
(**A**) Effects of iPSC-Exos on motor and sensory functional outcomes post-crush injury. iPSC-EXOs significantly improved SFI on weeks 2, 3, and 4 compared to the PBS group (n  =  6/group). (**B**) iPSC-Exos significantly improved grip strength on days 14 and 21, 28 post-injury compared to saline (n  =  6/group). (**C**) iPSC-Exoss significantly improved the paw withdrawal threshold as compared to the PBS group postoperative days 3, 7, and 14 (n  =  5/group). (**D**) the evaluation of gastrocnemius muscle atrophy of representative gastrocnemius muscles photographs at 4 weeks post-operative. (**E**) Masson’s trichrome staining of cross-sections of gastrocnemius muscles at 4 weeks post-operative. Scale bars: 250 μm (low magnification images), 100 μm (high magnification images). (**F**) quantitative analysis of wet weight ratios of gastrocnemius muscles (n = 8). (**G**) statistical analysis of each group’s mean cross-sectional area of gastrocnemius muscle fibers (n = 5). Data represent mean ± standard error and were analyzed using one-way ANOVA Tukey’s multiple comparisons test. * *p*  <  0.05, ** *p*  <  0.01, *** *p*  <  0.001, **** *p* < 0.0001, ns: not significant.

**Figure 7:**
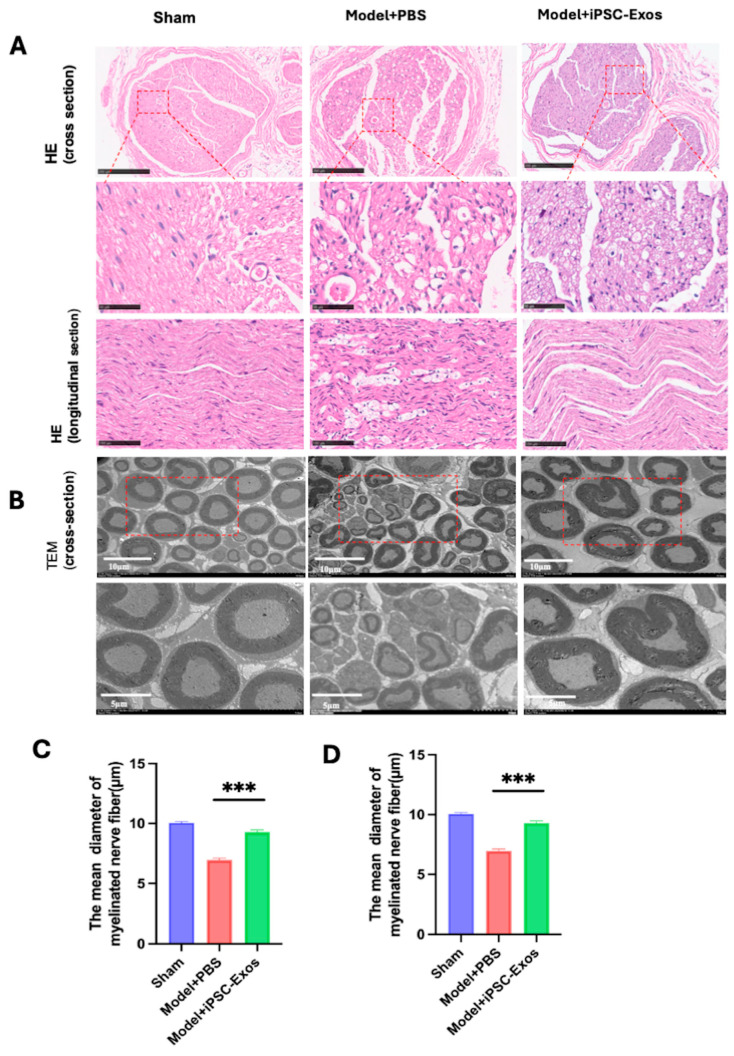
Histological change in injured sciatic nerve with the treatment of iPSC-Exos. (**A**) representative image of HE staining sciatic nerve in cross sections and longitudinal sections in sham, PBS, and iPSC-Exos groups 28 days following the iPSC-Exos treatment of (n = 5). Scale bar, 250 low magnification and 50 μm (higher magnification). (**B**) Representative TEM images of the sciatic nerve in each group. Scale bar, 10 μm (low magnification) and 5 μm (higher magnification). (**C**) Statistical analysis of the mean diameter of axons with myelin. (**D**) Statistical analysis of the mean diameter of axons. Data represent mean ± standard error. *** *p* < 0.001, ns: no significance.

**Figure 8:**
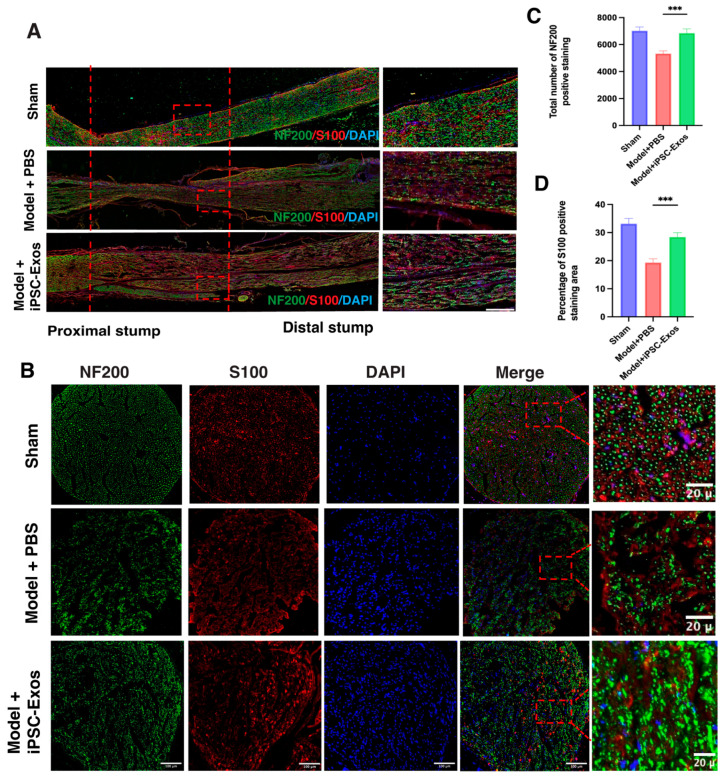
The effects of iPSC-Exos on axon regeneration and myelination were assessed at 2 and 4 weeks postoperatively through immunofluorescence analysis. (**A**) Representative immunofluorescence staining of axons (NF200, green) and myelination markers (S100, red) on longitudinal sections at 2 weeks postoperatively (scale bar = 50 μm). (**B**) Transverse sections axons (NF200, green) and myelination markers (S100, red) 4 weeks postoperatively (scale bar = 100 μm). (**C**,**D**) Statistical analysis quantified the total number of positive stains for NF200, and S100β across all groups. Data are presented as mean ± standard error. SD (n = 5). *** *p* < 0.001.

**Figure 9:**
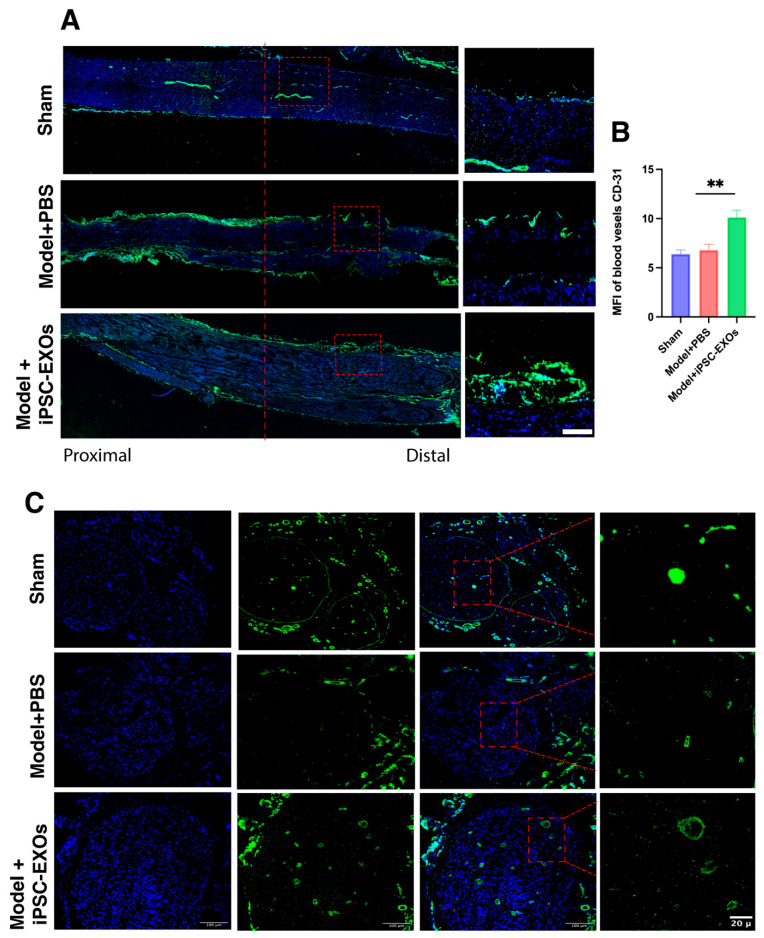
The effects of iPSC-Exos on vascular regeneration were assessed at 2 and 4 weeks postoperatively. (**A**) Immunofluorescence staining of CD31 (endothelial cells, green) was performed on longitudinal sections of neural tissue at 2 weeks postoperatively (scale bar = 50 μm). (**B**) Statistical analysis showed the ratio of the fluorescent area to the total area mean fluorescence intensity (MFI) of CD31 expression, in each group (n = 4 per group). Data are presented as mean ± standard error. ** *p* < 0.01. (**C**) Transverse sections of nerve tissue were analyzed at 4 weeks postoperatively (scale bar = 100 μm).

**Figure 10:**
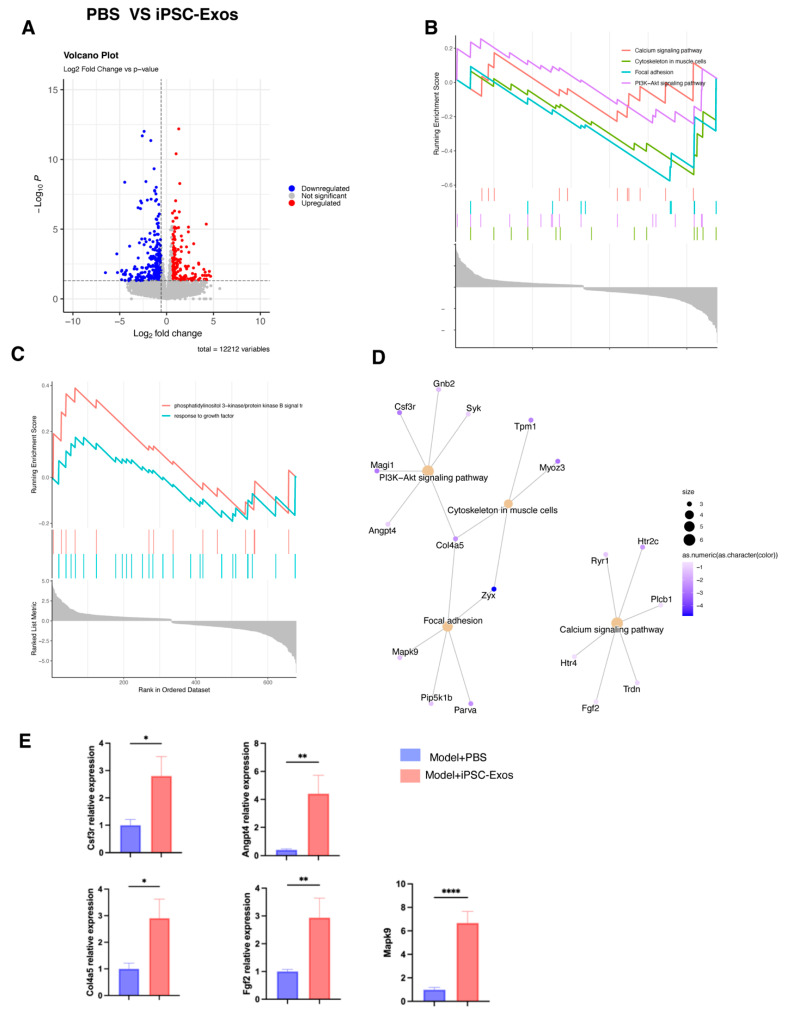
(**A**) Volcano plot of genes with differential expression in the PBS and iPSC-Exos groups, revealing significantly upregulated genes (red) and downregulated (blue). (**B**) Gene Set Enrichment Analysis (GSEA) of KEGG pathways related to nerve repair, including PI3K-AKT signaling, focal adhesion, cytoskeleton regulation, and calcium signaling. (**C**) Gene Set Enrichment Analysis (GSEA) of Gene Ontology (GO) terms demonstrates enrichment in biological processes involved in nerve regeneration, such as phosphatidylinositol signaling and growth factor responses. (**D**) Cluster Network (CNET) plot showing the link between nerve repair-related genes and the associated KEGG pathways. (**E**) Validation of RNA-seq results using PCR analysis of specified mRNAs, confirming differential expression in the PBS and iPSC-Exos treatment groups. Data are presented as means ± SEM, and statistical significance was determined using an independent samples *t*-test (* *p* < 0.05, ** *p* < 0.01, **** *p* < 0.0001).

**Table 1:** Forward and reverse primer sequences for target genes.

Gene	Direction	Primer Sequence
*Akt1*	Forward	GTGGCAAGATGTGTATGAG
	Reverse	CTGGCTGAGTAGGAGAAC
*PMP22*	Forward	TCGCGGTGCTAGTGTTGC
	Reverse	GACAGGACGCTGAAGATGACA
*IL-10*	Forward	CAGTCAGCCAGACCCACAT
	Reverse	GCTCCACTGCCTTGCTTT
*S100b*	Forward	TTGCCCTCATTGATGTCTTCCA
	Reverse	TCTGCCTTGATTCTTACAGGTGAC
*MBP*	Forward	CCC CAG CTA AAT CTG CTG AG
	Reverse	CCC CAG CTA AAT CTG CTG AG
*MPZ*	Forward	CCT TCA AAT ATG CCT GGG T
	Reverse	CAG CAC AGT CAG CTT GAG AG
*BDNF*	Forward	CGTGGGGAGCTGAGCGTGTG
	Reverse	GCCCCTGCAGCCTTCCTTC
*Col4a5*	Forward	GATCTCCAGGTGACCAAGGA
	Reverse	CCTGAAATGCCAGTTCCAA
*FGF2*	Forward	ACCCGGCCACTTCAAGG
	Reverse	GATGCGCAGGAAGAAGCC
*ANGPT4*	Forward	GCAAGGCACCACCTAACAGA
	Reverse	GATGGACTGCTCCAGCTTCA
*CSF3R*	Forward	GTTCTGCTGCAAGCAAAGCA
	Reverse	GCAGCTGGAAGGTTTCCTCT
*GAPDH*	Forward	TGC TGA GTA TGT CGT GGA G
	Reverse	GTC TTC TGA GTG GCA GTG AT

**Table 2:** Hematological Parameters in Sham, Model + PBS, and Model + iPSC-Exos Groups.

Variables	Sham		Model + PBS		Model + iPCS-Exos		Reference Range
	Mean	SD	Mean	SD	Mean	SD	
WBC	11.47	3.43	11.72	3.31	9.18	1.37	8.9–13.9
RBC	7.29	13.88	7.02	1.65	8.11	0.27	9.6–11.3
HGB	143.75	0.67	135.83	37.05	159	6.68	137–160
HCT	38.9	4.60	38.36	8.74	42.55	1.72	42.2–49.5
MCV	53.25	0.23	54.88	2.09	52.45	0.75	43.1–44.1
MCH	19.72	1.188	19.15	1.13	19.57	0.23	13.6–15.3
MCHC	370.7	11.87	350	31.4	373	3.74	317–330.4
PLT	372.5	182	360.1	281.4	422.25	195.93	929–1089.5
Lym%	61.27	8.2	67.4	7.54	68.97	10.40	51.5–66.5
Neu%	30.5	7.86	23.6	7.55	19.87	6.89	10–30
Mon%	3.5	1.56	4.72	2.163	7.55	2.63	2–6
Eos%	4.5	1.47	3.85	1.33	3.42	1.03	0.5–4.5
Bas%	0.675	0.63	1.05	0.59	0.17	0.09	0.00–0.089
Neu#	3.41	1.18	2.8	1.29	1.88	0.94	1.83–3.6
Lym#	7.1	2.53	7.85	2.16	6.25	0.66	6.3–10.6
Mon#	0.36	0.24	0.49	0.30	0.71	0.36	0.1–0.6
Eos#	0.51	0.05	0.44	0.16	0.31	0.12	0.158–2.01
Bas#	0.07	0.05	0.125	0.08	0.017	0.009	0.0–0.67
RDW-SD	28.5	1.42	29.5	1.336	27.27	0.65	38–50
RDW-CV	14.4	0.46	14.45	0.45	14.1	0.31	13.0–18.5
MPV	8.3	0.52	7.43	0.37	7.27	0.20	13.8–15.4
PLCR	18.82	4.5	12.36	2.72	11.6	1.49	20–35
PDW	15.3	0.09	15.15	0.23	15	0.081	-
PCT	0.31	0.14	0.26	0.201	0.3075	0.138	-
PCT	0.31	0.14	0.26	0.201	0.3075	0.138	-

## Data Availability

The data supporting the findings of this study are available from the corresponding author upon reasonable request. All RNA-seq data supporting this study are available online in the Gene Expression Omnibus (GEO) database under the accession number GSE286150. The data is scheduled to be made publicly available on 8 January 2026.

## Abbreviations

AKT1	AKT Serine/Threonine Kinase 1
ANOVA	Analysis of Variance
BDNF	Brain-Derived Neurotrophic Factor
CD31	Cluster of Differentiation 31 (Platelet Endothelial Cell Adhesion Molecule)
IF	Immunofluorescence
ECM	Extracellular matrix
IL-10	Interleukin-10
iPSCs	Induced Pluripotent Stem Cells
iPSCs-Exos	Induced Pluripotent Stem Cells-Derived Exosomes
KEGG	Kyoto Encyclopedia of Genes and Genomes
MBP	Myelin Basic Protein
MPZ	Myelin Protein Zero
MSCs	Mesenchymal Stem Cells
NF200	Neurofilament 200
NTA	Nanoparticle Tracking Analysis
PMP22	Peripheral Myelin Protein 22
PNI	Peripheral Nerve Injury
SCs	Schwann Cells
SD	Standard Deviation
SEM	Mean ± Standard Error of the Mean
S100β	S100 Calcium-Binding Protein Beta
SFI	Sciatic Nerve Functional Index
SNI	Sciatic Nerve Injury
TEM	Transmission Electron Microscopy
VEGFA	Vascular Endothelial Growth Factor A
WT	Withdrawal Threshold

How the deposited data were processed for this re-analysis (not part of the article)

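RNA sequencing of crushed rat nerve was analysed in 12 libraries, 3 from each of 4 groups. The Model + PBS and Model + iPSC-Exos groups are those of the paper. The Model + LIPUS and Model + iPSC-Exos + LIPUS groups received low intensity pulsed ultrasound (250 mW/cm², 1 MHz, 4 weeks by the labels), are not described in the paper and are compared with the others only after the article. The sampling day of these 2 groups is not known here. Groups and replicate numbers were taken from the sample labels and the paper, and all 12 columns of counts were matched to a library by name. All libraries carry the same batch in the labels.

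The authors trimmed reads with Trimmomatic (version 0.38), aligned them with HISAT2 (version 2.0.5) and deposited raw counts per gene, which are whole numbers whose totals differ between libraries. They tested genes with DESeq2 (version 1.16.1) at an unadjusted p of at most 0.05 and an absolute log2 fold change of at least 0.5. They also computed FPKM values, which were not used here.

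From the deposited counts, genes were filtered with filterByExpr, normalized with TMM factors and tested with edgeR (version 4.0.16) by its quasi-likelihood test in R (version 4.3.3), with Benjamini-Hochberg adjustment. The comparison of iPSC-Exos with PBS used only these 6 libraries. The comparisons with ultrasound used all 12 libraries in one fit with a mean for each group. DESeq2 (version 1.42.0) was run as an alternative. A standard error is the log2 fold change divided by the square root of the test's F value. Distances and principal components used log2 CPM with a prior count of 2. The genes to name were to be those the paper names and, in each direction, those with the largest change that passed the adjustment without overlap between the groups, followed by those with the smallest p. Since no ID could be paired with a name, at most a pair of IDs is given in each direction. The reference gene table at hand lists 47357 rat genes, of which 0 carry an Ensembl ID, so 0 of the 30562 IDs matched.

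Totals lay between 1251715 and 1854545 counts, and a gene with 3 counts lay between 1.62 and 2.40 CPM. Of the 30562 IDs, 14298 had a count in any library and 16264 had none. Between 7470 and 8704 genes had a count in a library. No 2 replicates of a group were alike within counting noise (chi-square per degree of freedom between 5.52 and 26.7), so each was used as its own sample. Intervals and floors cover counting error only.

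The steps were tested on simulated data drawn from the means and library sizes of the 6 libraries. With 200 genes changed, the test ran on 4166 genes, of which 191 were changed. At an adjusted p under 0.05 it recovered 90.9% of genes changed by 2 on the log2 scale and 35.9% of genes changed by 1. At the paper's threshold it recovered 99.0% and 78.3%. With no gene changed, 176 of 4188 genes passed the paper's threshold and 2 had an adjusted p under 0.05.

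The alternatives were RLE and upper quartile factors, no filter, at least 10 counts in every library, another set of groups in the fit, the replicate number as a block for iPSC-Exos + LIPUS against iPSC-Exos, and each replicate left out in turn. These were chosen before the data were examined. The pairing for the block comes from the numbers 2 and 3, which both groups carry in the labels. The distance between groups, iPSC-Exos + LIPUS against LIPUS, the comparison of the 6 libraries with and the 6 without iPSC-Exos, the fit without the largest gene and the fit with edgeR's robust prior were added after the data had been seen. Named genes of the paper, its pathways, the genes of Figure 10D, the qPCR genes and marker genes of muscle and brain were not analysed here, since they need gene names.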

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

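The tests of depth and of the 10 largest genes for both results here were chosen, or changed, after the results had been seen, as was the choice to count only splits that part libraries with the same replicate number.

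Libraries with ultrasound are not described in the paper, and a difference with iPSC-Exos appeared in them. Between iPSC-Exos + LIPUS and PBS, 90 of 4640 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test, 51 higher and 39 lower. These groups share replicate number 1. Of the 6 splits of their libraries that part the same-numbered pair, only 1, the real one, gave as many genes; the other 5 gave at most 1 gene. The 4 splits that keep the pair together gave at most 2. With 6 splits, or with all 10, the share cannot go under 0.05, so this test alone cannot separate the count from a chance arrangement of the libraries. With all libraries thinned to 1223522 counts without the largest gene, the median over 10 thinnings was 86 genes, from 79 to 92. A difference in depth therefore did not account for the result. Without the 10 largest genes of each library, 16 genes in all, 80 genes passed. Leaving out only the largest gene gave 92 genes, and RLE factors gave 89. Genes are tested one by one, so the 80 calls lie on genes other than these 16. These values argue against an effect of the largest genes as the source of those 80 calls.

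Between iPSC-Exos + LIPUS and LIPUS, 104 genes had an adjusted p under 0.05, 63 higher and 41 lower. These groups share replicate number 2. The real split was again the 1 of 6 with as many genes, and the other 5 gave 0, as did the 4 splits that keep the same-numbered pair together. Over 10 thinnings the median was 102 genes, from 95 to 108, and without the 10 largest genes of each library it was 99 genes. Leaving out only the largest gene gave 103 genes, as did RLE factors. These values likewise argue against an effect of those largest genes as the source of the 99 calls. A response to iPSC-Exos is a hypothesis for both results. The splits of 3 against 3 libraries are too few to rule out a chance arrangement; the regroupings of all 12 libraries are given among the other observations. GC content, gene length and reads shared between similar genes were not tested, because the IDs could not be matched to an annotation, and the sampling day of the ultrasound groups is not known here. The PBS comparison also differs in ultrasound.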

How the results depend on the processing

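One choice was changed at a time. For iPSC-Exos against PBS, the number of genes at the paper's threshold (138 higher, 122 lower) stayed within 1.5 times under DESeq2, RLE and upper quartile factors, a minimum of 10 counts in every library, the fit of all 4 groups, and, chosen after seeing the data, the fit without the largest gene and the robust prior. Without a filter on low counts, it was 293 higher and 291 lower. It ranged from 87 to 224 higher and from 92 to 206 lower across the 6 fits that each left out one replicate, lowest without iPSC-Exos replicate 2 and highest without PBS replicate 1. The share of higher genes lay between 48.6% and 54.7% under all of these settings.

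The number of genes with an adjusted p under 0.05 (2) was 24 with DESeq2, 108 without a filter, 6 in the fit of all 4 groups and 0 with edgeR's robust prior, where 333 genes had an unadjusted p under 0.05. It ranged from 0 to 6 across the 6 fits that each left out one replicate. The cause of these changes was not tested except for the missing filter, given among the other observations. Over 14 alternatives, the adjusted p of ENSRNOG00000029079 ranged from 1.6e-110 to 0.289 and that of ENSRNOG00000008759 from 5.3e-39 to 0.188, each under 0.05 in 8. The adjusted p of ENSRNOG00000004753 ranged from 0.00463 to 0.874 and was under 0.05 in 2, and that of ENSRNOG00000032664 ranged from 0.0140 to 0.987 and was under 0.05 in 1. All 4 kept their direction and the paper's threshold in the 56 results of these alternatives.

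The difference between the distances between and within groups (2.11) was 2.06 with upper quartile factors, 1.48 without a filter and 2.56 with at least 10 counts in every library. Across the 6 fits that each left out one replicate it ranged from -1.66 to 5.79. It reversed without iPSC-Exos replicate 2 (-1.66) and without iPSC-Exos replicate 3 (-0.0717). Both fits give pairs of PBS libraries, which lay further apart, more weight in the mean within groups. How far this accounts for the reversals was not tested.

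Among the comparisons with ultrasound, no gene passed for LIPUS against PBS, where 113 genes had an unadjusted p under 0.05, for iPSC-Exos + LIPUS against iPSC-Exos, where 256 had one, or for the interaction of iPSC-Exos and LIPUS, where 196 had one. With DESeq2, 184 genes passed for iPSC-Exos + LIPUS against PBS (90), 21 for iPSC-Exos + LIPUS against iPSC-Exos (0) and 181 for iPSC-Exos + LIPUS against LIPUS (104). Without a filter, 47 passed for LIPUS against PBS, 254 for iPSC-Exos + LIPUS against PBS, 85 for iPSC-Exos + LIPUS against iPSC-Exos, 64 for the interaction, 280 for iPSC-Exos + LIPUS against LIPUS, and 410 for all libraries with against all without iPSC-Exos (246). For iPSC-Exos + LIPUS against iPSC-Exos, RLE factors and the fit without the largest gene each gave 1, and at least 10 counts in every library and the robust prior each gave 4. With only the 2 groups compared, 37 genes passed for iPSC-Exos + LIPUS against PBS and 217 for iPSC-Exos + LIPUS against LIPUS. The fit of all 4 groups without PBS replicate 9 also gave 217 for iPSC-Exos + LIPUS against LIPUS. Leaving out another PBS or iPSC-Exos library instead gave from 94 to 117. The cause was not tested.

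Across the 12 fits that each left out one replicate, the genes passing ranged from 0 to 1 for LIPUS against PBS, from 17 to 122 for iPSC-Exos + LIPUS against PBS, from 0 to 8 for iPSC-Exos + LIPUS against iPSC-Exos, from 15 to 217 for iPSC-Exos + LIPUS against LIPUS and from 136 to 331 for with against without iPSC-Exos. For the interaction it was 0 in each, with 172 to 336 genes at an unadjusted p under 0.05.

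With the replicate number as a block and only the 2 groups compared, 11 genes passed for iPSC-Exos + LIPUS against iPSC-Exos, against 0 without the block. The deviations of the 2 same-numbered pairs from their group means had a mean correlation of -0.0783 across genes, and those of the 7 other pairs 0.0223, so the numbers showed no pairing of these different rats.

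With filterByExpr, 4278 of the 12173 genes with a count in the 6 libraries were tested for iPSC-Exos against PBS, so that fit says nothing of genes with few counts. DESeq2 tested 12167 genes and the fit without a filter 12173. The muscle score as a covariate, the scores of muscle and brain marker genes and the count of Figure 10D genes were not run, because they need gene names. Alternatives for normalized values did not apply to counts.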

Differences from the paper's values

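The paper gives no number of differentially expressed genes in its text, and the values here are read from Figure 10. The volcano plot holds about 12000 genes in Fig. 10A, read by eye, against 4278 tested here. Of the alternatives set before the data were examined, DESeq2 (12167 genes) and no filter on low counts (12173 genes) lie within 1.5 times of it. RLE and upper quartile factors, at least 10 counts in every library (3655 genes), the fit of all 4 groups (4640 genes) and the 6 fits without one replicate do not.

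The axis of ranked genes ends at about 680 in Fig. 10C, read by eye. The paper does not state which genes that list holds. At its threshold for differential expression, 260 genes were called here. Without a filter on low counts, 584 genes were called, which is within 1.5 times of the paper's value. DESeq2 (271 genes), RLE factors (261), upper quartile factors (260), at least 10 counts in every library (239), the fit of all 4 groups (353) and the 6 fits without one replicate (from 179 to 430) did not reach it.

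The largest -log10 p is about 12 in Fig. 10A, read by eye, against 4.92 here. Without iPSC-Exos replicate 5 it was 8.48, which is within 1.5 times of the paper's value. It was 21.1 with DESeq2 and 143.8 without a filter, both larger than the paper's. It was 4.97 with RLE factors, 4.85 with upper quartile factors, 5.00 with at least 10 counts in every library, 5.72 in the fit of all 4 groups and from 4.51 to 6.09 in the other 5 fits without one replicate.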

Other observations

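The tests of ENSRNOG00000020644, of the genes high in PBS replicate 9, of direction in the ultrasound libraries, of likeness between replicates, of overlapping groups and of the 6 against 6 comparison, and the splits of the comparisons with ultrasound, were chosen or changed after the results had been seen.

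The real split of the 6 PBS and iPSC-Exos libraries was the only 1 of 10 that gave as many as 260 genes at the paper's threshold. The other 9 gave from 60 to 244, and the 244 came from exchanging PBS replicate 9 and iPSC-Exos replicate 5. For the 2 genes with an adjusted p under 0.05, 2 of the 10 splits gave as many. Without a filter, the real split was the only 1 of 10 with 108 genes, and the others gave from 45 to 104. A design of 3 against 3 cannot give a share under 0.05, so the splits alone cannot separate these counts from a chance arrangement of the libraries. The direction of the called genes in libraries not used for the calls is given below.

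Of the alternatives run for iPSC-Exos against PBS, dropping the filter on low counts changed the number of genes with an adjusted p under 0.05 most, from 2 to 108. With the filter, edgeR's prior for the spread had 5.04 degrees of freedom. Without the filter its estimate was not finite, so that each gene's own spread was replaced by a common trend. Of the 106 genes gained, 55 (51.9%) had PBS and iPSC-Exos libraries that overlapped. The overlap had been counted before a limit was set for it, so it decides nothing. With edgeR's robust prior, 71 genes passed without the filter, and 67 of them were among the 108. Of the 106 genes gained, 66 were kept, but of the 55 with overlapping libraries 20 were. The ordinary prior therefore accounted for part of the gain. With the filter and the robust prior, 0 genes passed, with 333 at an unadjusted p under 0.05.

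PBS replicate 9 stood apart from the other 2 PBS libraries. Over the genes of the fit of all 4 groups, its distances to these were 59.6 and 55.8. Those to LIPUS replicates 2, 6 and 7 were smaller, at 49.6, 54.7 and 52.5, and the cause was not tested. ENSRNOG00000020644 held 32.5% of the counts of PBS replicate 9. This gene was itself among the 260 genes called, with a log2 fold change of -3.24 and overlapping groups. Without it, 259 genes were called between iPSC-Exos and PBS, of which 257 were among the 260; apart from the gene itself, 2 calls were lost and 2 gained, so its share of the counts changed few other calls. The distance of replicate 9 to the other PBS libraries was 1.56 times the distance between those libraries, and 1.55 times without the 10 largest genes of each library. On the log2 scale each gene weighs alike, and the ratio hardly moved without these 16 genes. Over the tested genes, Spearman's rho of replicate 9 was 0.927 with PBS replicate 1 and 0.941 with PBS replicate 4. Between PBS replicates 1 and 4 it was 0.969. These values argue against a few large genes as the source of the distance. In replicate 9, 12 genes with at least 50 counts were at least 8 times higher than the mean of the other PBS libraries, against 2 such genes for replicate 1 and 1 for replicate 4. RNA of another tissue or cell type in varying amounts is a candidate explanation. If such RNA were also present in other rats, these genes would vary together in the 9 libraries of the other groups. Their mean pairwise correlation there was 0.0778, above 90.7% of 10000 random lists of matched expression and under the 95% set for the test. Of the other libraries, iPSC-Exos + LIPUS replicate 2 had the highest values. There ENSRNOG00000020644 held 9.28% of the counts, against 0.391% to 2.85% in the remaining libraries. The mean log2 CPM of the 12 genes was 9.23 in PBS replicate 9 and 6.22 there. In the remaining libraries it lay between 3.81 and 5.53. RNA confined to replicate 9 would leave no correlation in the other libraries, so the explanation remains open. These explanations are technical. The design holds no condition that sets this rat apart from the other PBS rats, so no biological explanation was tested.

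With and without ultrasound, the genes that changed with iPSC-Exos moved alike. The libraries of the ultrasound groups do not enter the comparison of iPSC-Exos with PBS. Of the 260 called genes, 254 were also tested between iPSC-Exos + LIPUS and LIPUS on those 6 libraries alone, and 226 of them (89.0%) had the same direction. The median of 10000 random lists of matched expression was 67.7%, and the highest was 78.0%. Genes can vary together and are not independent replicates. The lists therefore do not measure how far such agreement could arise from the spread between a few rats. Of the upregulated genes, 124 of 134 kept their direction, and of the downregulated genes 102 of 120. At the paper's threshold, 111 genes were called in both comparisons in the same direction and 4 in opposite directions. An example against the rule is ENSRNOG00000032664, whose log2 fold change was -0.91 without ultrasound and 0.96 with it (in the fit of all 4 groups). An effect of iPSC-Exos shared by both settings is a hypothesis that may account for this, since the 2 comparisons share no library. No gene had an adjusted p under 0.05 for the interaction of iPSC-Exos and LIPUS, with 196 at an unadjusted p under 0.05. All 100 of 100 regroupings of the 12 libraries gave at least 0 genes, which a count of 0 cannot fail to do.

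LIPUS against PBS gave 0 genes, with 113 at an unadjusted p under 0.05, and all 10 of 10 splits gave as many, as any count must. iPSC-Exos + LIPUS against iPSC-Exos gave 0 genes, with 256 at an unadjusted p under 0.05, and all 4 of 4 splits that part both same-numbered pairs gave as many. The 6 splits that keep such a pair together gave at most 3 genes.

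All 6 libraries with iPSC-Exos against the 6 without gave 246 genes with an adjusted p under 0.05 in edgeR's quasi-likelihood test, 123 higher and 123 lower. The real grouping was the only 1 of 100 regroupings within the libraries with and without ultrasound that gave as many, drawn from 120 that part the same-numbered LIPUS libraries. The largest of the others gave 57. Chance arrangement of the libraries therefore did not account for this count. GC content and reads shared between similar genes were not tested, so a biological reading remains a hypothesis.

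Genes raised with iPSC-Exos varied between replicates, such as ENSRNOG00000029079 at 653 ± 444 CPM (SD, n = 3). In the 6 against 6 comparison, 15 genes had an adjusted p under 0.05 and a log2 fold change of at least 2. In the 6 libraries with iPSC-Exos, their deviations from the group means had a mean pairwise correlation of 0.386, above 100% of 10000 random lists of matched expression, whose median was -0.00845. This is consistent with RNA of one tissue or cell type present in different amounts. It would also follow from a response to the exosomes that differed in strength between rats, which was not tested apart. Marker genes were not analysed here, so no cell type is named.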
